# A natural loss-of-function deletion of the cytohesin 1 (Cyth1) gene in BALB/cByJ mice does not impact cardiomyocyte polyploidy

**DOI:** 10.1038/s41598-024-63667-8

**Published:** 2024-06-10

**Authors:** Ruolan Song, Hirofumi Watanabe, Kelsey Tjen, Baylee C. Westbury, Takako Makita, Ge Tao, Henry M. Sucov

**Keywords:** Cytohesin, Polyploidy, BALB/cBy, Cell biology, Genetics

## Abstract

Mammalian cardiomyocytes (CMs) mostly become polyploid shortly after birth. Because this feature may relate to several aspects of heart biology, including regeneration after injury, the mechanisms that cause polyploidy are of interest. BALB/cJ and BALB/cByJ mice are highly related sister strains that diverge substantially in CM ploidy. We identified a large deletion in the Cyth1 gene that arose uniquely in BALB/cByJ mice that creates a null allele. The deletion also results in ectopic transcription of the downstream gene Dnah17, although this transcript is unlikely to encode a protein. By evaluating the natural null allele from BALB/cByJ and an engineered knockout allele in the C57BL/6J background, we determined that absence of Cyth1 does not by itself influence CM ploidy. The ready availability of BALB/cByJ mice may be helpful to other investigations of Cyth1 in other biological processes.

## Introduction

Natural phenotypic variation between inbred mouse strains has proven to be a powerful resource to identify new genes that are relevant to processes or traits of interest. In our past work^1^, we used this forward genetics strategy to map loci and identify new genes that are involved in cardiomyocyte (CM) polyploidy. Most cells of the body are diploid, containing two copies of the genome in one nucleus (notated as 1 × 2N; N is the haploid number of chromosomes). Polyploidy is a condition in which a single cell has additional duplicated copies of the full genome. In mammalian CMs and some other cell types (e.g., hepatocytes), polyploidy arises when diploid cells initiate cell cycle entry and S-phase DNA replication but followed by cell cycle interruption. This results in cells with one nucleus containing a tetraploid level of chromosomes (notated as 1 × 4N), or in cells containing two nuclei each with a 2N chromosome level (notated as 2 × 2N), depending on whether cell cycle interruption occurred before karyokinesis or before cytokinesis, respectively. Higher numbers of genomes, of nuclei, or of both can occur with subsequent cell cycle activity followed again by cell cycle interruption. This process is distinguished from polyploidy that results from cell fusion, as in skeletal muscle or syncytial trophoblasts, and is also distinguished from single chromosome aneuploidies, such as commonly occur in cancer cells. In the adult mouse (and other commonly studied mammals, including humans), typically > 90% of ventricular CMs are polyploid, and thus only a small percent are diploid.

While the phenomenon of CM polyploidy is of interest in its own right, it has added significance for its possible influence on CM proliferation and regeneration^2^. Polyploidy and proliferation are fundamentally related, as both start with entry into cell cycle and DNA replication in S-phase, followed by either cell cycle interruption (polyploidy) or completion (proliferation). In mice (and where studied, also most other mammalian species), essentially all embryonic CMs are diploid, and essentially all fetal CMs that enter cell cycle complete it. In the early neonatal heart, before the onset of polyploidy, injury causes reactivation of CM cell cycle activity which culminates in proliferation to fully regenerate the proper number of cells^3^. In normal mice midway through the first postnatal week, there is natural induction of cell cycle activity that is mostly followed by interruption, such that most CMs become polyploid at this time^4^. Concurrently, the heart’s ability to support CM proliferation is mostly lost^3,5^, and thereafter the heart responds to injury by scarring rather than by regeneration. Thus, CM polyploidy may be causative to loss of regenerative ability rather than only correlated temporally with it.

The specific mechanisms that cause CMs to interrupt or complete cell cycle are mostly unknown. We showed in our past work that the diploid CMs that are present in the normal adult heart are diploid because they mostly completed cell cycle in the neonatal period, instead of persisting from fetal life without cell cycle activity^6^. By surveying a large number of inbred mouse strains we showed that the percentage of diploid CMs in the adult mouse ventricle is a variable trait that is influenced by natural genetic polymorphisms^1^. These variants implicate the involvement of their corresponding genes in the interruption or completion of CM cell cycle.

The inbred mouse strains BALB/cJ and BALB/cByJ are considered as sister strains: they originated from an already-inbred BALB stock from which the two lines diverged in 1935 and were thereafter kept separate^7^. Several explanations could account for any current genetic and phenotypic differences between the two: a spontaneous mutation that arose after 1935 in one lineage, persistence in only one line of residual heterozygosity present in the common founder stock, or human error that introduced variation from another mouse background into one of the BALB lineages after 1935. Regardless of initial cause, the variants then became fixed to homozygosity in the current lines by inbreeding.

In our prior analysis, we demonstrated that BALB/cJ and BALB/cByJ mice have a striking phenotypic divergence in their CM ploidy profiles^1,8^. BALB/cJ mice are like most other mouse strains in having a low percentage of mononuclear CMs (6%) but with a high degree of nuclear diploidy within these (65%). In contrast, BALB/cByJ mice have a much higher mononuclear level (14%) but fewer of these nuclei are diploid (35%). By crossing these strains together and evaluating F1 mice, our data indicated that these trait differences could be explained by two (or more) loci, one X-linked (and likely not CM-autonomous) and one autosomal, in which both were recessive in BALB/cByJ relative to BALB/cJ^8^. Specifically, the X-linked recessive locus from BALB/cByJ resulted in higher mononuclear level, whereas the dominant autosomal locus from BALB/cJ resulted in a higher percentage of 2N nuclei within mononuclear CMs. These traits were separable and independent, such that the right direction of cross resulted in F1 mice with CMs that were 14% mononuclear with 65% nuclear diploidy^8^.

The alleles that confer these trait differences represent genes that are influential in karyokinesis or cytokinesis, at minimum in CMs if not also in other cell types. In this study, we identified a spontaneous loss of function allele of the autosomal Cyth1 gene in BALB/cByJ and evaluated this allele for its impact on CM polyploidy.

## Results

### Reciprocal expression of Cyth1 and Dnah17 in BALB/cJ and BALB/cByJ

We undertook an RNA-Seq analysis to investigate gene expression differences between BALB/cJ and BALB/cByJ in the neonatal heart. Ventricular tissue was isolated from postnatal day P4 neonates, which corresponds to the peak time when neonatal cardiomyocytes are in S-phase of the cell cycle and therefore will become polyploid or remain diploid. RNA was prepared from 4–5 hearts per sample in order to reach sufficient mass. Following assessment of RNA quality, 4 samples from BALB/cJ and 3 samples from BALB/cByJ were submitted for RNA-Seq evaluation. 

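Each RNA-Seq library came from a pool of P4 ventricles, and the comparison holds 3 BALB/cByJ and 4 BALB/cJ libraries. The Results give 4 to 5 hearts per pool, whereas the Methods and the sample labels give 3 to 4. The spread between libraries of a strain therefore holds the variation between pools of pups together with that of the assay. The libraries were made, sequenced and evaluated by BGI Genomics. The deposited table holds 1 expression value per gene and library for 17404 genes, already normalized for sequencing depth and transcript length. Whether these values are FPKM or TPM is not given in the sources used here, so they are called expression values. The number of reads per library is not known. The values of all listed genes summed to 619893, 570822 and 628977 in BALB/cByJ libraries 1 to 3, and to 543023, 628958, 583288 and 586064 in BALB/cJ libraries 1 to 4. Between 11815 and 11979 genes per library had a value of at least 1.
The Y-linked genes Ddx3y, Uty, Kdm5d and Eif2s3y, which are transcribed in males, had a higher summed value in the BALB/cByJ pools (128, 87.6 and 80.2) than in the BALB/cJ pools (0.04, 14.8, 22.6 and 37.6). Each of these genes was higher in BALB/cByJ, with an adjusted p from limma of 0.0356 for Eif2s3y, 0.045 for Ddx3y, 0.0252 for Uty and 0.0119 for Kdm5d. The calls of Eif2s3y, Ddx3y and Uty were lost without BALB/cByJ 1 (adjusted p of 0.161, 0.192 and 0.126 from limma, in that order), BALB/cByJ 2 (0.0705, 0.0943 and 0.0669), BALB/cByJ 3 (0.136, 0.121 and 0.0987) or BALB/cJ 2 (0.0544, 0.0808 and 0.0544). The call of Kdm5d was lost without BALB/cByJ 1 (0.0614) or BALB/cByJ 3 (0.0694).
Strains were compared with limma on log2(value + 1), with the variance allowed to follow the mean level, over the 12715 genes with a mean of at least 0.5 across the 7 libraries. P-values were adjusted by the Benjamini-Hochberg method, and a gene is called where the adjusted p is under 0.05. Of the 12715 genes tested, 2328 had an unadjusted p under 0.05 from limma. Counts of list members at that level, or adjusted over a list alone, are to be read against this share. A positive log2 fold change is higher in BALB/cByJ, and the added 1 understates the change of genes with low values. In simulated data made from these libraries, 45.2% of genes changed 1.5-fold and 85.6% of genes changed 2-fold were called, and 4.1% of the calls were false. The simulated noise was independent between genes, so these values need not hold for real libraries, in which genes vary together.

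**Figure D1:**
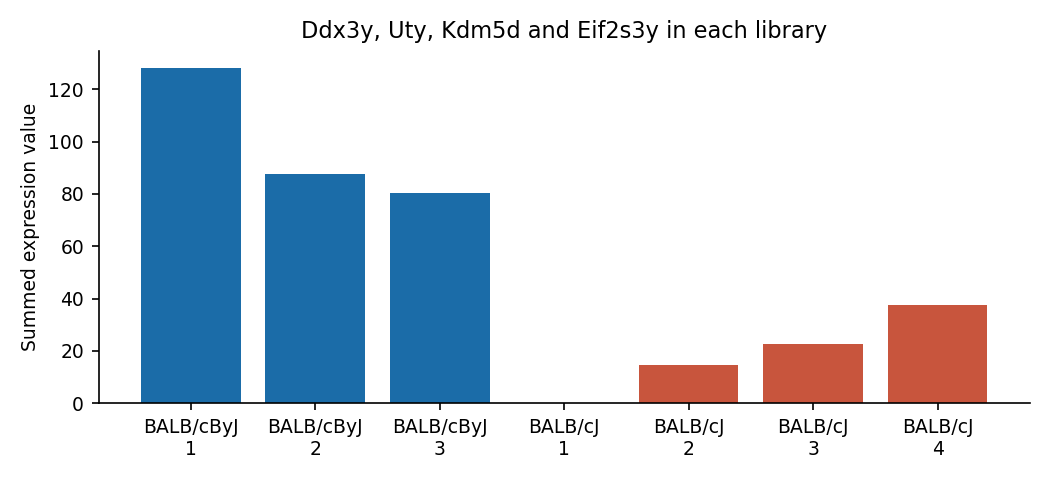
Summed expression value of the Y-linked genes Ddx3y, Uty, Kdm5d and Eif2s3y (y axis) in each library (x axis), 1 bar per pool of ventricles, BALB/cByJ and BALB/cJ in separate colors. Every BALB/cByJ pool lies above every BALB/cJ pool, and BALB/cJ 1 is near 0.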

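Among genes with higher expression in BALB/cByJ ventricle were Tnnt1, the slow skeletal isoform of troponin T, at 112 ± 12.3 (SD, n = 3) against 33.9 ± 3.95 (SD, n = 4) in BALB/cJ, and Glo1, the glyoxalase that detoxifies methylglyoxal, at 270 ± 22.04 (SD, n = 3) against 90.3 ± 6.54 (SD, n = 4). These are log2 fold changes of 1.69 (standard error 0.12, adjusted p = 6e-07 from limma) for Tnnt1 and 1.57 (standard error 0.11, adjusted p = 5.42e-07 from limma) for Glo1. Mid1, an X-linked microtubule-associated ubiquitin ligase, and Ppp1r1b, an inhibitor of protein phosphatase 1, were also higher, with log2 fold changes of 1.54 and 1.46 and an adjusted p of 6.53e-06 for each from limma. Gm3435, a predicted gene, was at 4.05 ± 1.22 (SD, n = 3) against 0.055 ± 0.0656 (SD, n = 4). In the other direction, Arl2bp, which encodes a binding partner of the small GTPase ARL2, was at 19.1 ± 1.34 (SD, n = 3) against 69.0 ± 5.09 (SD, n = 4), a log2 fold change of -1.80 (standard error 0.10, adjusted p = 6.77e-08 from limma). Baiap2l1, which encodes a protein that links curved membrane to actin, fell by 1.77 on the log2 scale in BALB/cByJ (adjusted p = 9.95e-08 from limma), and Rtf2, a replication termination factor, fell by 1.23 (adjusted p = 3.06e-06 from limma). Otud3, a deubiquitinase gene on chromosome 4 of GRCm39 (138620953 to 138641294), was at 0.18 ± 0.161 (SD, n = 3) against 4.34 ± 0.602 (SD, n = 4), a log2 fold change of -2.18 (standard error 0.13, adjusted p = 1.79e-07 from limma).
In all, 98 genes were higher in BALB/cByJ and 112 were higher in BALB/cJ at an adjusted p under 0.05, of which 20 and 10 differed by more than 2-fold on the log2(value + 1) scale. With quantile normalization the split was 108 higher and 49 lower in BALB/cByJ, and with TMM scaling it was 136 and 59. The median log2 fold change of all tested genes was -0.073 on the values as deposited, -0.013 with quantile normalization and -0.005 with TMM scaling. In 209 of the 210 called genes every library of one strain lay above every library of the other. Of all genes tested, 2156 (17.0%) separated the strains in this way, against 5.7% by chance. The called genes higher in BALB/cByJ numbered 36 without BALB/cByJ 1, 64 without BALB/cByJ 2, 38 without BALB/cByJ 3 and 50 without BALB/cJ 4, and those higher in BALB/cJ numbered 28 without BALB/cByJ 1, 38 without BALB/cByJ 3, 74 without BALB/cJ 2, 58 without BALB/cJ 3 and 32 without BALB/cJ 4. Each gene named here kept its call without any single library.

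**Figure D2:**
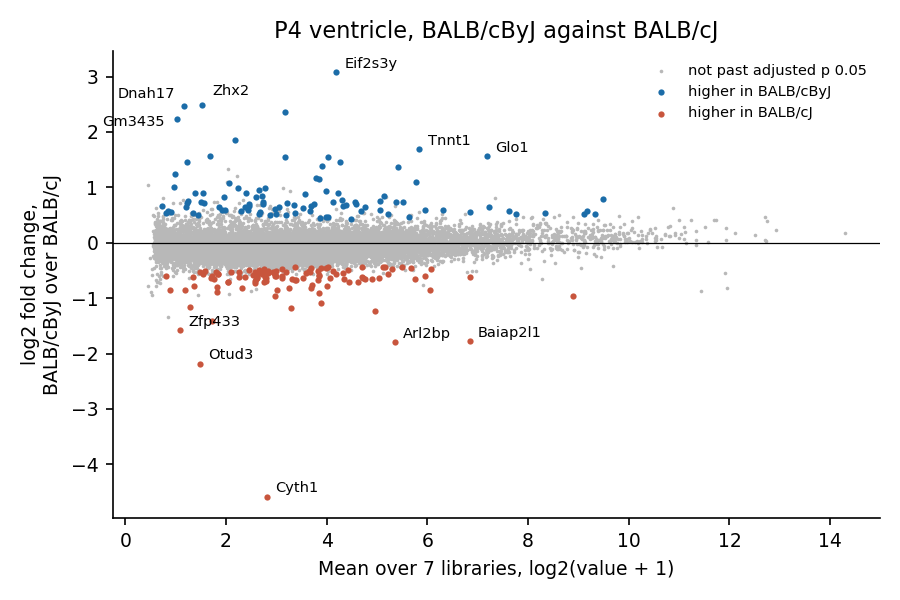
Log2 fold change of BALB/cByJ over BALB/cJ (y axis) against the mean log2(value + 1) over the 7 libraries (x axis), 1 point per tested gene. Blue points are called as higher in BALB/cByJ, red points as higher in BALB/cJ, and grey points are not called.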

Differential gene expression differences are shown in Suppl. Table S1. A positive internal control for this analysis was expression of Zhx2, which uniquely in BALB/cJ carries an intronic retrovirus insertion that interferes with splicing and produces a polyadenylated fusion transcript lacking most of the mature Zhx2 mRNA sequence^9,10^. In our samples, Zhx2 was 18-fold higher in expression in BALB/cByJ compared to BALB/cJ. 

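Zhx2 encodes a zinc finger and homeobox protein and lies on chromosome 15 of GRCm39, on the plus strand from 57558048 to 57703228 (gene ID 387609). Its expression value was 6.83 ± 1.27 (SD, n = 3) in BALB/cByJ and 0.388 ± 0.132 (SD, n = 4) in BALB/cJ, a ratio of the strain means of 17.62. On the log2(value + 1) scale the difference was 2.49 (standard error 0.14, adjusted p = 6.77e-08 from limma), and over the alternative settings and left-out libraries the adjusted p ranged from 1.89e-08 to 9.8e-05. The lowest BALB/cByJ library lay above the highest BALB/cJ library. The direction is that of the retroviral insertion the paper describes in BALB/cJ, so Zhx2 also serves as a check of the strain labels of the libraries.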

Because the alleles that influence CM ploidy are dominant in BALB/cJ, a loss-of-function mutation that is present only in this substrain, such as with Zhx2, is unlikely to explain strain phenotype differences.

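The cytohesins are guanine nucleotide exchange factors of ARF GTPases, and cytohesin-1 is encoded by Cyth1 (gene ID 19157) on the minus strand of chromosome 11 of GRCm39, from 118022845 to 118139485. Cyth1 was expressed at 26.3 ± 0.61 (SD, n = 4) in BALB/cJ ventricle and at 0.14 ± 0.0458 (SD, n = 3) in BALB/cByJ, a ratio of the strain means of 187.9. On the log2(value + 1) scale BALB/cByJ differed from BALB/cJ by -4.58 (standard error 0.10, adjusted p = 5.4e-13 from limma), and the adjusted p lay between 4.54e-14 and 8e-08 over the alternative settings and left-out libraries. The BALB/cJ libraries ranged from 25.77 to 26.98, so the difference is far larger than the spread between pools.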

The top differentially expressed gene in our comparison was cytohesin-1 (Cyth1), which was 180-fold higher in expression in BALB/cJ compared to BALB/cByJ. 

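Dynein heavy chain 17, a motor subunit of axonemal dynein in sperm flagella, is encoded by Dnah17 (gene ID 69926), which lies next to Cyth1 on the same strand of chromosome 11 of GRCm39, from 117912549 to 118021460. Its expression value was 4.98 ± 0.275 (SD, n = 3) in BALB/cByJ and 0.08 ± 0.0216 (SD, n = 4) in BALB/cJ, a ratio of the strain means of 62.25. The log2 fold change was 2.47 (standard error 0.11, adjusted p = 7.07e-09 from limma). Dnah17 kept its call in every alternative and without any single library, with an adjusted p from 5.75e-09 to 5.7e-06. Of the 17 axonemal dynein genes in a list set before the data were examined, only Dnah17 and Dnaic1 reached the level needed for a test, and Dnaic1 did not pass (adjusted p = 0.405 from limma).

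**Figure D3:**
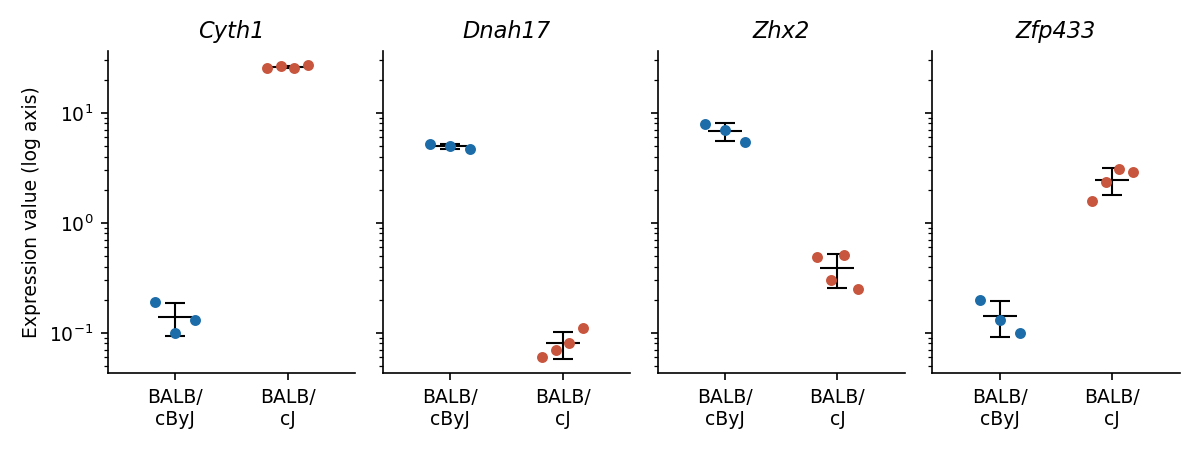
Expression value (y axis, log scale) of Cyth1, Dnah17, Zhx2 and the zinc finger gene Zfp433 in each library (points) by strain, with the mean and SD. Every BALB/cJ library lies above every BALB/cByJ library for Cyth1 and Zfp433, and below every BALB/cByJ library for Dnah17 and Zhx2.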

Another gene with substantial differential expression but in the opposite direction was dynein heavy chain 17 (Dnah17), which was 55-fold higher in expression in BALB/cByJ than in BALB/cJ. To confirm these results, we extracted RNA from neonatal ventricle and prepared cDNA, and amplified the Cyth1 and Dnah17 transcripts from both parental strains. As shown in Fig. 1A,B, we observed Cyth1 expression but no Dnah17 expression in BALB/cJ neonatal heart, and the opposite expression pattern for both genes in BALB/cByJ. This confirmed the outcome from the RNA-Seq analysis. Samples from neonatal heart, adult heart, and adult liver and kidney all showed the same opposite expression pattern for these two genes in the two BALB substrains (Fig. 1A).

**Figure 1:**
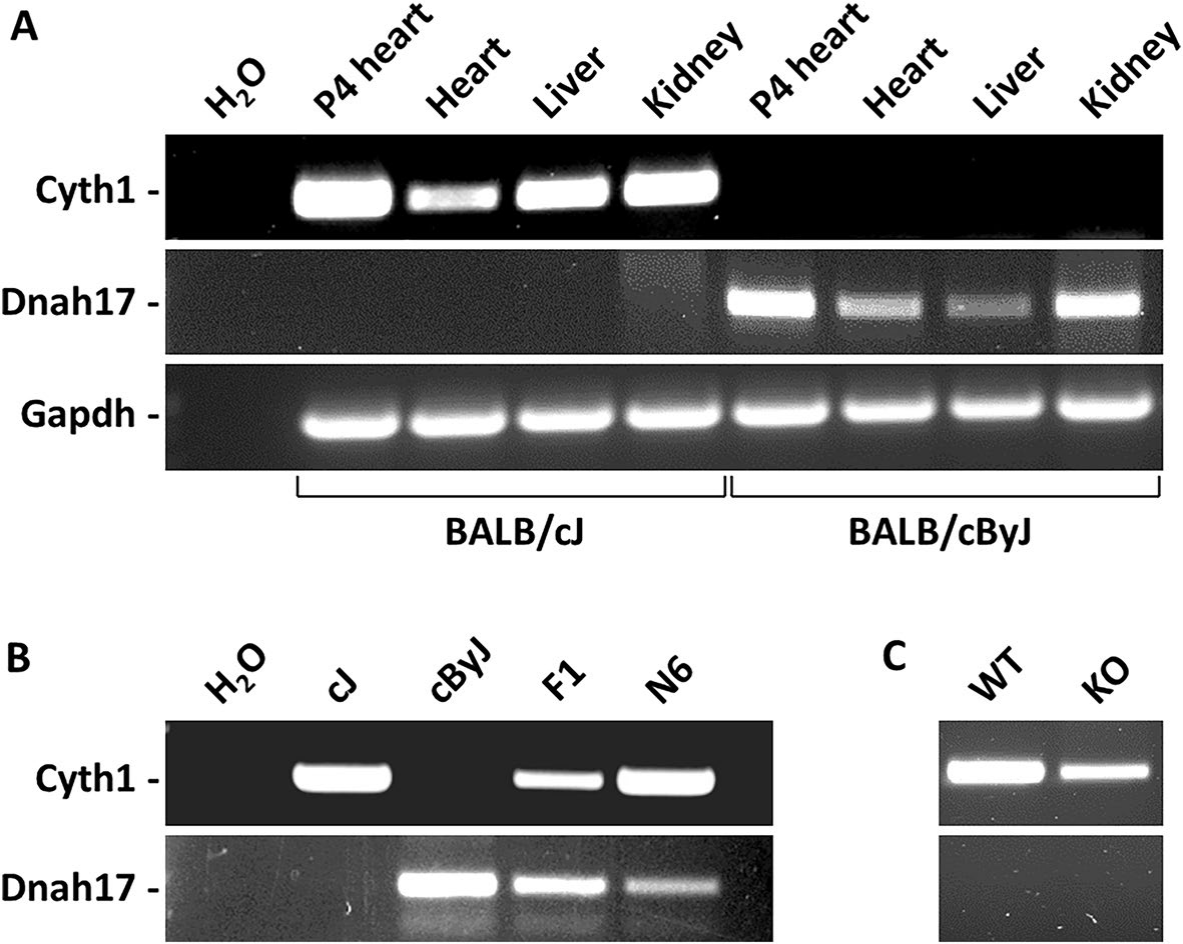
Divergent expression of Cyth1 and Dnah17 in BALB substrains evaluated by RT-PCR. (**A**) Expression in postnatal day 4 ventricle (P4 heart) and in adult tissues of BALB/cJ and BALB/cByJ mice. H_2_O is a no DNA input lane. (**B**) Expression profile in both parental strains, in F1 mice, and in N6 (6 generations backcrossed to BALB/cJ with selection for Cyth1 heterozygosity) mice. All samples are of ventricular tissue. (**C**) Expression in adult mice on an inbred C57BL/6 J background that are wild-type (WT) or homozygous for the engineered Cyth1 gene knockout (KO). The KO gene still expresses a stable transcript but which is nonfunctional (see text). Original uncropped gel images are shown in Supplementary Fig. S1.

In the ENCODE profile of gene expression across multiple tissues of C57BL/6 mice, Cyth1 is broadly expressed whereas Dnah17 is normally expressed only in the testes^11^. In datasets of gene expression in neonatal heart from several different mouse inbred strains, including C57BL/6 J, the common pattern is of Cyth1 expression and little or no Dnah17 expression. This indicates that BALB/cJ has the typical expression profile for these two genes, and that BALB/cByJ is atypical in the expression of both genes. BALB/cByJ mice are fully viable and appear normal, indicating that absence of Cyth1 expression and ectopic expression of Dnah17 has no major or visibly obvious consequence.

In the mouse genome, Cyth1 and Dnah17 are immediately adjacent to each other on chromosome 11 (Fig. 2A). We evaluated BALB/cJ x cByJ F1 mice, which are heterozygous for all parental autosomal alleles, and observed that Cyth1 and Dnah17 transcripts were both expressed in F1 mice (Fig. 1B). In the full genome sequence of 53 inbred mouse strains from the Sanger Mouse Genomes Project, a closely linked SNP (rs261081071) in an intron of the Rbfox3 gene (400 kb from the Cyth1 transcriptional start site) is variant in BALB/cJ but not in any other sequenced mouse strain except the ancestrally distant CAST/EiJ. The BALB/cByJ genome has not yet been sequenced, but we determined that BALB/cByJ mice carry the reference allele at this SNP. By selecting for heterozygosity of this polymorphism, we backcrossed the Cyth1/Dnah17 locus from BALB/cByJ for 5 more generations into the BALB/cJ background. As in F1 mice, in heterozygous mice at N6 both genes were coexpressed (Fig. 1B). This indicates that the BALB/cJ and BALB/cByJ alleles behave independently and in a manner identical to their parental strain origins, and discounts the possibility of a mutation in a trans-acting factor affecting the expression of either gene from either strain source.

**Figure 2:**
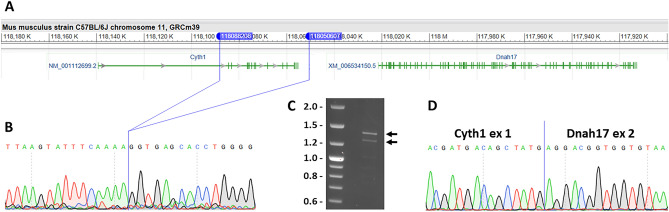
A 37.6 kb deletion in the Cyth1 gene of BALB/cByJ mice. (**A**) Map of the Cyth1-Dnah17 locus generated by the NCBI Sequence Viewer tool, edited to remove extraneous detail. The coordinates (NC_000077.7; GRCm39) of the deletion endpoints are indicated by the two blue markers. (**B**) Sequence of the genomic junction site of the deletion. (**C**) Amplification products from cDNA from BALB/cByJ heart using a forward primer from exon 1 of the Cyth1 gene and a reverse primer from exon 9 of the Dnah17 gene. Arrows point to the two major products; size markers in kb. (**D**) Sequence of the cDNA junction between Cyth1 exon 1 and Dnah17 exon 2 in the larger of the two products shown in panel (**C**); the smaller product has this same splice junction plus a downstream deletion of exon 7 of the Dnah17 gene.

We addressed whether the reciprocal expression of Cyth1 and Dnah17 is a coordinated (interdependent) process. To do so, we obtained an engineered Cyth1 mutant allele on a C57BL/6J background^12^. This allele deletes exons 4–7 of the gene and does not encode a protein product, although a stable transcript is produced that is detectable with amplification primers downstream of the deletion. As with BALB/cByJ mice, Cyth1 null mice on a C57BL/6 J background are fully viable and appear normal. In these mice we observed no upregulation of Dnah17 (Fig. 1C). This indicates that the ectopic expression of Dnah17 in BALB/cByJ mice is not because of absence of Cyth1 expression, at least at the protein level. It is improbable that ectopic expression of Dnah17 suppresses Cyth1 expression as both genes are coexpressed in testes (per the ENCODE database) and in the hearts of BALB/cJ x BALB/cByJ F1 mice (Fig. 1B).

These observations are consistent with one or more mutational events having occurred within the Cyth1/Dnah17 locus in BALB/cByJ that accounts for the reciprocal expression of the two genes. 

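Of the 25 other annotated genes around Cyth1 and Dnah17 on chromosome 11, 21 had enough signal for a test, and 20 of these were not called between the strains. The exception was Usp36, which encodes a nucleolar deubiquitinase, at 3.85 ± 0.538 (SD, n = 3) in BALB/cByJ and 5.98 ± 0.511 (SD, n = 4) in BALB/cJ, a log2 fold change of -0.53 (standard error 0.12, adjusted p = 0.0392 from limma). Its call was lost without BALB/cByJ 1 (0.172), BALB/cByJ 3 (0.123), BALB/cJ 1 (0.0688), BALB/cJ 3 (0.0866) or BALB/cJ 4 (0.0964), and over all alternatives the adjusted p ranged from 0.0333 to 0.229. Lgals3bp, which encodes a secreted galectin-binding glycoprotein, was at 15.5 ± 2.94 (SD, n = 3) in BALB/cByJ and 9.96 ± 2.09 (SD, n = 4) in BALB/cJ, a log2 fold change of 0.60 (standard error 0.15, adjusted p = 0.0708 from limma, 0.0443 to 0.196 over the alternatives). Septin9, a septin cytoskeleton gene, differed by -0.01 on the log2 scale (adjusted p = 0.965 from limma), and Socs3, an inhibitor of cytokine signaling, also by -0.01 (adjusted p = 0.982 from limma). The fold changes of the 21 genes lay between -0.53 and 0.60, against the larger changes of Cyth1 and Dnah17.
Adjusted over the list alone, 2 of the neighbors passed, Usp36 (adjusted p = 0.0101 from limma) and Lgals3bp (0.017). Of the 21 tested neighbors, 9 had an unadjusted p under 0.05 from limma, a larger share than the 2328 of all 12715 tested genes. Among those 9, Lgals3bp was higher in BALB/cByJ and the others were lower. The count adjusted over the list alone was 3 without BALB/cByJ 1, 1 without BALB/cByJ 2, 4 without BALB/cByJ 3, 7 without BALB/cJ 1 and 1 without BALB/cJ 4. From the opposite changes of Cyth1 and Dnah17, and from their expression in F1, backcrossed and Cyth1 knockout mice, the paper proposes that 1 or more mutational events within the locus account for both.

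**Figure D4:**
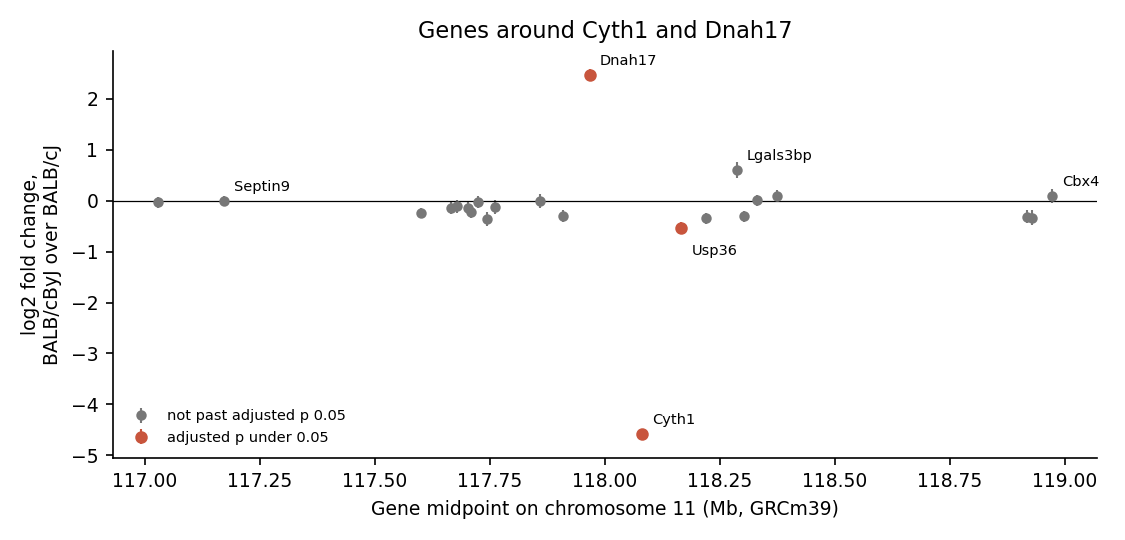
Log2 fold change of BALB/cByJ over BALB/cJ with its standard error (y axis) against the gene's midpoint on chromosome 11 of GRCm39 in Mb (x axis), 1 point per tested gene around Cyth1 and Dnah17. Cyth1 and Dnah17 lie far from 0 in opposite directions, and the other genes lie between -0.53 and 0.60.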

From the RNA-Seq analysis, expression of all other genes in the vicinity of Cyth1 and Dnah17 was normal (Suppl. Table S2), also consistent with a single mutational event in BALB/cByJ that eliminated Cyth1 expression and caused expression of Dnah17.

### Molecular explanation for Cyth1 and Dnah17 expression

One possible explanation for the altered expression of both Cyth1 and Dnah17 in BALB/cByJ mice was an insertion or deletion. To address this, we amplified genomic DNA from BALB/cJ and BALB/cByJ mice using primers from various exons of the two genes. All primer pairs from the Dnah17 gene amplified successfully in the two strains. In contrast, primers from the 3’ end of the Cyth1 gene failed to amplify BALB/cByJ genomic DNA, although primers at the promoter and first exon of the gene amplified in both strains. We designed primers to progressively define regions of the Cyth1 gene that were or were not amplified from BALB/cByJ DNA, and ultimately identified a 37.6 kb deletion in the locus, between positions 118,050,607–118,088,208 (NC_000077.7, GRCm39 coordinates), from within the first intron of the Cyth1 gene to 4.4 kb 3′ of the last Cyth1 exon (Fig. 2A,B). The deletion breakpoints are 51.1 kb downstream of the Cyth1 transcription initiation site and 29.0 kb upstream of the first exon of the Dnah17 gene. There are no repetitive elements at either end of this deletion, indicating that it did not occur by recombination between homologous sequences.

The Cyth1 and Dnah17 genes are in the same transcriptional orientation. The genomic deletion in BALB/cByJ eliminates almost all of the coding sequence of the Cyth1 gene, but in addition brings the Cyth1 promoter and first exon and intron into much closer proximity to the Dnah17 gene. Furthermore, the deletion eliminates the transcriptional termination sequence at the 3’ end of the Cyth1 gene. Thus, a plausible explanation for Dnah17 expression in BALB/cByJ was a transcriptional start from the intact Cyth1 promoter, with readthrough transcription into and through the Dnah17 gene. Indeed, amplification of cDNA prepared from BALB/cByJ heart tissue using a forward primer from exon 1 of the Cyth1 gene and a reverse primer from exon 9 of the Dnah17 gene revealed two prominent products (Fig. 2C). Sequencing revealed that both correspond to splicing from the Cyth1 first exon to the Dnah17 second exon (Fig. 2D); the smaller product also excludes exon 7 (126nt long, exactly 42 amino acids) of the Dnah17 gene, which is a presumed natural alternative splice isoform of Dnah17 unrelated to Cyth1.

In the normal genes found in other mouse strains, Cyth1 mRNA translation begins in the first exon whereas Dnah17 translation begins in the second exon. In the Cyth1-Dnah17 fusion transcript, the two are out of frame with respect to each other. The Cyth1 translation start site is a perfect Kozak sequence (ACCATGG) and would be predicted to give rise to a 62 amino acid product from the fusion transcript if translated, containing the first 7 amino acids of Cyth1 followed by 55 ectopic codons before reaching a stop codon. In the fusion transcript there are two additional ATG sequences between the ATG codon of Cyth1 and the ATG codon of Dnah17. Thus, it is unlikely that this fusion transcript is translated in a manner that produces Dnah17 protein (although we cannot rule out the possibility that translation occurs at the Dnah17 ATG codon at some level). 

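In the reference transcript Cyth1-201 the exon 1 has 192 bases, 170 of them ahead of the start codon, which lies in the sequence ACCATGG. Joined to exon 2 of Dnah17-203 (chromosome 11 of GRCm39, 118019710 to 118020075, minus strand), the frame opened at the Cyth1 start codon gives a product of 62 residues, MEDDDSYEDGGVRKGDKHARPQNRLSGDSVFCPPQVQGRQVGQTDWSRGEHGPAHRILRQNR, of which the first 7 are those of Cyth1 and the next 55 are not. The Dnah17 start codon lies 52 bases after the Cyth1 start codon, in a frame shifted by 1 base, and 2 other ATG triplets lie between them. These values come from the reference sequence and annotation, and expression values per gene do not tell which exons the Dnah17 reads of BALB/cByJ covered.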

If so, the deletion in the Cyth1-Dnah17 locus in BALB/cByJ mice creates a full loss-of-function mutation of the Cyth1 gene and furthermore is unlikely to have any gain-of-function activity related to transcription (without translation) of the Dnah17 gene. The Dnah17 gene is highly expressed in testes and is required for sperm flagellar function; loss-of-function mutations of the Dnah17 gene cause infertility in mice, rats and humans^13,14^. Because BALB/cByJ male mice are fertile, the deletion in the Cyth1-Dnah17 locus in BALB/cByJ mice is unlikely to impact transcriptional regulatory elements that support Dnah17 testes gene expression.

### Cyth1 does not regulate cardiomyocyte ploidy

Our primary motivation in evaluating the Cyth1 locus was to consider if this gene contributed to differences in CM ploidy between BALB/cJ and BALB/cByJ mice. 

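In the 3 BALB/cByJ libraries the expression value of Cyth1 was 0.19, 0.1 and 0.13. On chromosome 11 of GRCm39 the transcript Cyth1-201 runs on the minus strand from 118139456 to 118054992 and has 13 exons. The deletion at 118050607 to 118088208 takes exons 2 to 13, which hold 1169 of the 1191 coding bases (98.2%), and leaves exon 1. Another annotated transcript, Cyth1-202, has its last exons beyond the deletion, so that 79.2% of its coding bases are lost. On the strand of the gene, the reference sequence ahead of the deletion ends in TTAAGTATTTCAAAA and that behind it opens with GGTGAGCACCTGGGG. In the reference the Cyth1 transcription start lies 118.0 kb from the first Dnah17 exon, and without the deleted bases it lies 80.4 kb away. None of the 81 exons of Dnah17-203 lies in the deletion. A value per gene does not show which part of Cyth1 the few BALB/cByJ reads came from.

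**Figure D5:**
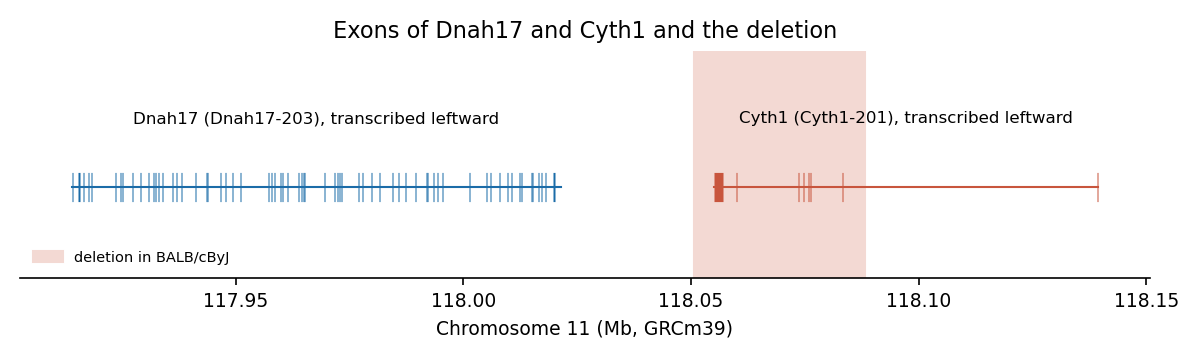
Exons of Cyth1-201 and Dnah17-203 (boxes) along chromosome 11 of GRCm39 in Mb (x axis), with the deletion of BALB/cByJ shaded. Exon 1 of Cyth1-201 and all exons of Dnah17-203 lie outside the shaded interval.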

Relative to BALB/cJ and all other mouse strains, Cyth1 in BALB/cByJ is not expressed and is therefore a loss-of-function allele. If this variant allele has any phenotypic consequence it should behave in a recessive manner. As noted above, the autosomal influence on CM ploidy is recessive in BALB/cByJ relative to BALB/cJ.

We isolated ventricular CMs from adult mice to address whether CM ploidy is impacted by altered expression of Cyth1. For this analysis, we used mice in which the Cyth1-Dnah17 locus from BALB/cByJ was backcrossed into BALB/cJ for 7 generations, and then crossed heterozygous female mice to wild-type BALB/cByJ male partners. The offspring of these matings are therefore either heterozygous (cJ/cByJ) or homozygous (cByJ/cByJ) for the variant Cyth1-Dnah17 locus and are heterozygous for most other autosomal alleles across the genome except those closely linked to Cyth1. Male and female offspring were both used in the analysis; the design of cross ensures that all analyzed mice inherit at least one fully intact X chromosome from BALB/cJ (as noted above, the X-linked allele that influences CM ploidy is dominant in BALB/cJ and behaves in a CM-nonautonomous manner). As in our prior studies using the same method of analysis^6,8^, we first spread cells from a single cell preparation on slides and counted the percentage of CMs that were mononuclear or multinucleated. Then in a second step, mononuclear CMs were photographed in the blue channel and fluorescence signal quantified to determine nuclear ploidy (Suppl. Fig. S2A). We measured an equivalent mononuclear CM percentage and an equivalent nuclear ploidy within the mononuclear CM subpopulation regardless of Cyth1 genotype (Fig. 3A,B). Consequently, the diploid CM level was identical (Fig. 3C). In an analogous manner we evaluated CMs isolated from fully C57BL/6J-background mice that were either homozygous for the engineered Cyth1 null allele or wild-type (Fig. 3D-F). As in the BALB background, absence of Cyth1 in the C57BL/6 background did not impact overall CM ploidy or polyploid subtypes. CM total cell number was also not altered by Cyth1 genotype (Suppl. Fig. S2B). Although we did not directly measure neonatal CM cell cycle activity, it is unlikely that Cyth1 impacts this parameter if total cell number and ploidy subtypes are unchanged.

**Figure 3:**
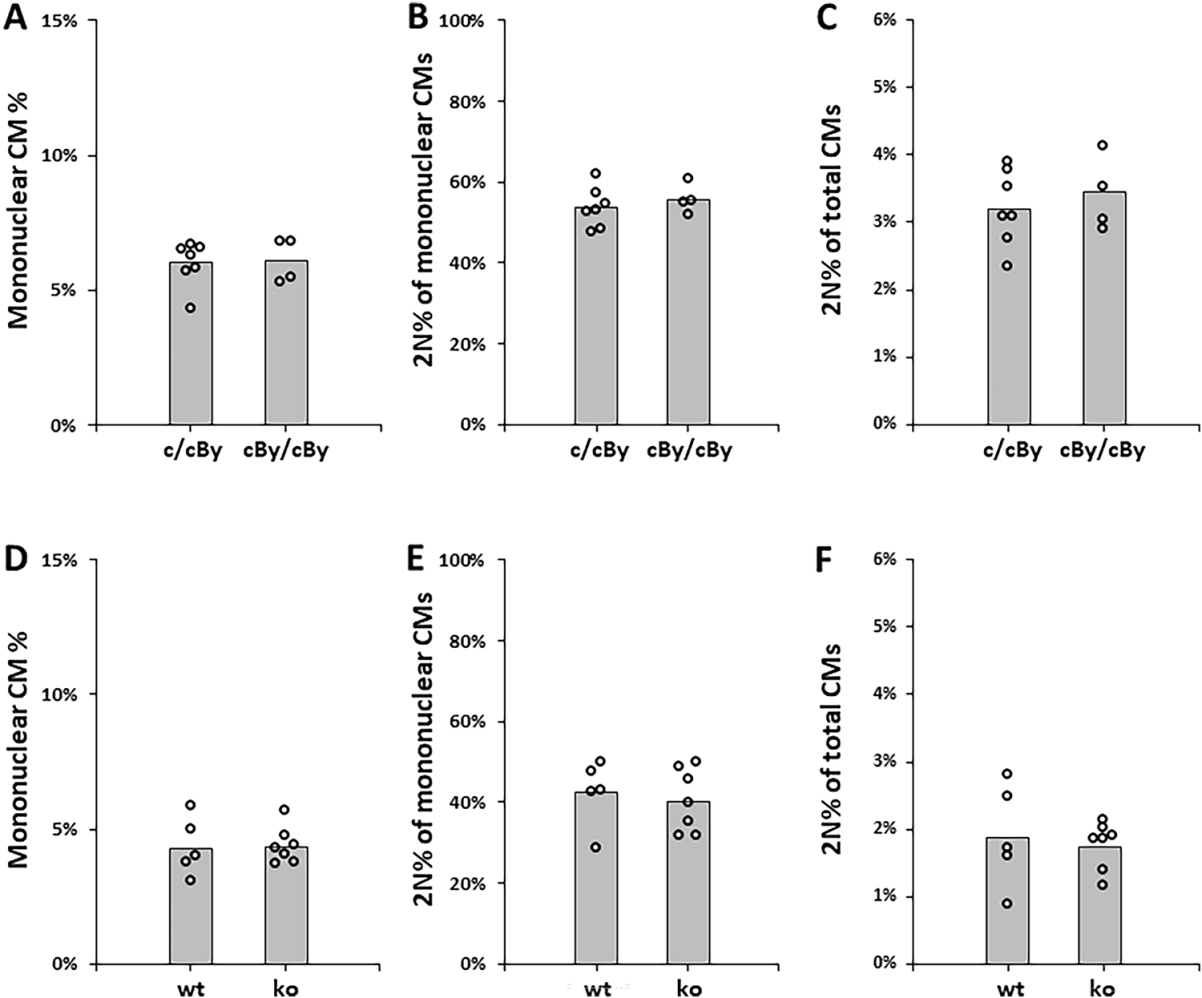
Cyth1 does not influence CM ploidy. (**A**) Mononuclear CM percentage in littermate adult mice (2 litters, males and females combined) that are either heterozygous or homozygous for the natural BALB/cByJ Cyth1 allele on an otherwise BALB/cJ-BALB/cByJ F1 genetic background. (**B**) The 2N (diploid) percentage specifically of the mononuclear CMs of the same mice as in panel (**A**). (**C**) The total diploid percentage of the same mice as in panels (**A**) and (**B**). (**D**) Mononuclear CM percentage in littermate adult mice (2 litters, males and females combined) that are either wild-type (wt) or homozygous for the engineered Cyth1 mutant allele (ko) on a fully C57BL/6 J genetic background. (**E**) The 2N (diploid) percentage of the mononuclear CMs of the same mice as in panel (**D**). (**F**) The total diploid percentage of the same mice as in panels (**D**) and (**E**).

## Discussion

A new advance from this study was the identification and characterization of a natural null allele of Cyth1 in BALB/cByJ mice. Cytohesins are guanine nucleotide exchange factors (GEFs) that promote the activity of at least several members of the ADP ribosylation factor (ARF) and ARF-like (ARL) families of GTPases^15,16^. Arfs and Arls participate in a wide range of cellular functions, including karyokinesis and cytokinesis. Cyth1 full knockout is viable and has no externally visibly obvious phenotype^12^, but differences in CM ploidy would not be obvious without specific examination. Thus, Cyth1 was a plausible candidate to contribute to differences in CM ploidy between BALB/cJ and BALB/cByJ mice. The expectation in the crosses we made was that homozygosity of the relevant autosomal gene from BALB/cByJ would result in a lower frequency of diploid nuclei in mononuclear CMs. We did not see this in the BALB background, nor in the C57BL/6 background with an engineered null allele. We conclude that Cyth1 does not influence CM polyploidy.

One limitation of our analysis of CM ploidy is that we addressed the role of Cyth1 individually. It is possible that Cyth1 is additive in effect or redundant with other genes that are also polymorphic between BALB/cJ and BALB/cByJ. To experimentally test this, it would be informative to cross in the opposite direction as what was done here, i.e., to introduce the functional Cyth1 gene from BALB/cJ into the BALB/cByJ background, which we have not yet attempted. From RNA expression no other cytohesin gene is differentially expressed between the two strains, but we cannot exclude the possibility of a nonsynonymous point mutation in BALB/cByJ in one of these other cytohesin genes or in any other gene that might functionally interact with Cyth1 to impact CM ploidy. 

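The other cytohesin genes were all expressed in P4 ventricle. Cyth2, on chromosome 7 of GRCm39 (45456061 to 45464005), had an expression value of 26.5 ± 1.78 (SD, n = 3) in BALB/cByJ and 34.7 ± 2.20 (SD, n = 4) in BALB/cJ, a log2 fold change of -0.38 (standard error 0.10, adjusted p = 0.072 from limma, 0.0674 to 0.25 over the alternatives). Cyth3, on chromosome 5, was at 31.6 ± 4.70 (SD, n = 3) and 33.6 ± 1.80 (SD, n = 4), a log2 fold change of -0.09 (standard error 0.11, adjusted p = 0.681 from limma). Cyth4, on chromosome 15, was at 1.83 ± 0.0635 (SD, n = 3) and 2.15 ± 0.277 (SD, n = 4), a log2 fold change of -0.15 (standard error 0.12, adjusted p = 0.511 from limma). Thus 0 of the other cytohesins were called by limma over all genes tested, in any setting, and Cyth2 alone had an unadjusted p under 0.05. Adjusted over the list of 4 cytohesins, which includes Cyth1, Cyth2 passed (adjusted p = 0.00336 from limma). Adjusted over the cytohesins other than Cyth1, 1 gene passed as well. Among 25 tested ARF and ARL GTPases, the family that cytohesins activate and its relatives, 0 were called by limma and 3 had an unadjusted p under 0.05. Adjusted over the list alone, Arl4d (log2 fold change 0.67) and Arl3 (0.40) were higher in BALB/cByJ and Arl4c (-0.37) was lower, each at an adjusted p of 0.0295 from limma. The list's median (-0.08) and mean (-0.01) lay below 0 while camera, a test of a list against all other genes, gave the upward direction at an adjusted p of 0.441.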

Because the BALB/cByJ genome has not yet been sequenced and made publicly available, such variants await discovery, as was the case for the large Cyth1 gene deletion identified in this report.

If Cyth1 is not involved in CM ploidy, as our data suggest, then other variants that distinguish BALB/cJ from BALB/cByJ must exist that are relevant to this phenotype. As described above, based on our prior F1 analysis the relevant genes are dominant in BALB/cJ. 

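Some interferon-stimulated genes, which are transcribed in response to type I interferon, were among the genes with higher expression in BALB/cByJ. Of 26 tested, 20 did not pass, 6 were higher and 0 were lower (11 higher adjusted over the list alone), among them Ifi27l2a at 29.1 ± 3.41 (SD, n = 3) in BALB/cByJ and 9.93 ± 3.81 (SD, n = 4) in BALB/cJ, a log2 fold change of 1.55 (standard error 0.24, adjusted p = 4.78e-03 from limma). Isg15, a ubiquitin-like modifier, had a log2 fold change of 0.83 (adjusted p = 9.55e-03 from limma, 0.0502 without BALB/cByJ 1), and Bst2, which tethers budding virus, of 0.73 (adjusted p = 9.55e-03 from limma, 0.0544 without BALB/cByJ 3). Of 15 tested guanylate binding proteins and interferon-inducible GTPases, 3 were higher and 0 were lower (9 higher adjusted over the list alone). Gbp6 rose by 0.73 on the log2 scale (adjusted p = 8.57e-03 from limma, 0.0555 without BALB/cByJ 3), and its near-identical relatives may share reads with it. Of 16 tested genes of MHC class I and antigen presentation, H2-Q8 was higher (log2 fold change 0.91, adjusted p = 0.0202 from limma, 0.113 without BALB/cByJ 1 and 0.088 without BALB/cByJ 3) and Psmb10, an immunoproteasome subunit, was lower (-0.44, adjusted p = 0.044 from limma); 2 in each direction passed adjusted over the list alone. Camera, with a preset correlation of 0.01 between genes, placed the interferon-stimulated genes (adjusted p = 1.49e-13, and 0.339 with an estimated correlation) and the guanylate binding proteins (1.70e-09, and 0.212 with an estimated correlation) higher in BALB/cByJ, but not the MHC list (0.426), whose median (-0.02) and mean (0.01) differ in sign. Values of some members of these lists were seen in Table S1 before, and the study chose them on these samples, so these counts are not independent evidence. The interferon-stimulated count was 3 without BALB/cByJ 2, 2 without BALB/cByJ 3, 3 without BALB/cJ 4 and 2 with the summed Y-linked level as a covariate, and the guanylate binding protein count was 1 without BALB/cByJ 2, BALB/cJ 2, BALB/cJ 3 or BALB/cJ 4, and 0 without BALB/cByJ 3 or with that covariate. Psmb10 lost its call without any library other than BALB/cJ 1 (adjusted p = 0.0645 to 0.189).
Some genes of fatty acid oxidation, the main energy source of the heart after birth, were also among those higher in BALB/cByJ. Of 27 tested, 20 did not pass, 7 were higher and 0 were lower (13 higher adjusted over the list alone), and camera gave an adjusted p of 2.14e-15 (adjusted p = 0.212 with an estimated correlation). Hadhb, a subunit of the mitochondrial trifunctional protein, was at 977 ± 37.4 (SD, n = 3) in BALB/cByJ and 568 ± 60.1 (SD, n = 4) in BALB/cJ, a log2 fold change of 0.79 (standard error 0.13, adjusted p = 6.91e-03 from limma, 3.52e-03 to 0.21 over the alternatives). Angptl4, a secreted inhibitor of lipoprotein lipase, had a log2 fold change of 0.75 (adjusted p = 0.0196 from limma, 0.0941 without BALB/cByJ 1, 0.113 without BALB/cByJ 3 and 0.0579 without BALB/cJ 4). The median deviation of the list's genes from their mean over the libraries was 0.163, 0.202 and 0.108 on the log2(value + 1) scale in BALB/cByJ 1 to 3, and -0.078, -0.078, -0.087 and -0.301 in BALB/cJ 1 to 4. Markers of cardiomyocytes had a median log2 fold change of 0.14, with 0 of 25 called by limma and 2 at an unadjusted p under 0.05. Camera placed these markers higher in BALB/cByJ too (adjusted p = 8.21e-04, and 0.343 with an estimated correlation). The count of 7 became 1 without BALB/cByJ 1, 3 without BALB/cByJ 2, 3 without BALB/cByJ 3, 4 without BALB/cJ 2, 3 without BALB/cJ 3, 1 without BALB/cJ 4 and 4 with the summed Y-linked level as a covariate. Of 35 nuclear genes of oxidative phosphorylation, 1 was higher, Uqcrc2 of respiratory complex III (log2 fold change 0.52, adjusted p = 0.0356 from limma), and 2 were higher adjusted over the list alone; camera gave 7.46e-10 (adjusted p = 0.343 with an estimated correlation). Uqcrc2 lost its call without BALB/cByJ 1 (0.147), BALB/cByJ 2 (0.0578), BALB/cByJ 3 (0.13), BALB/cJ 3 (0.118) or BALB/cJ 4 (0.112).
Of 11 tested voltage-gated calcium channel subunits, the gamma subunit genes Cacng6 (log2 fold change 1.15, adjusted p = 6.75e-05 from limma) and Cacng7 (0.89, adjusted p = 0.0246 from limma) were higher in BALB/cByJ and 0 were lower, with the same 2 adjusted over the list alone; the study chose both on these samples. Cacng7 lost its call without BALB/cByJ 1 (0.139), BALB/cByJ 2 (0.0672) or BALB/cJ 4 (0.0752). The median of this list was -0.13 and its mean 0.05 (camera adjusted p = 0.69). Of 31 lists tested by camera, 14 passed with the preset correlation and 0 with an estimated correlation, and other groupings of the 7 libraries into 3 and 4 gave up to 17 lists with the preset correlation.

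**Figure D6:**
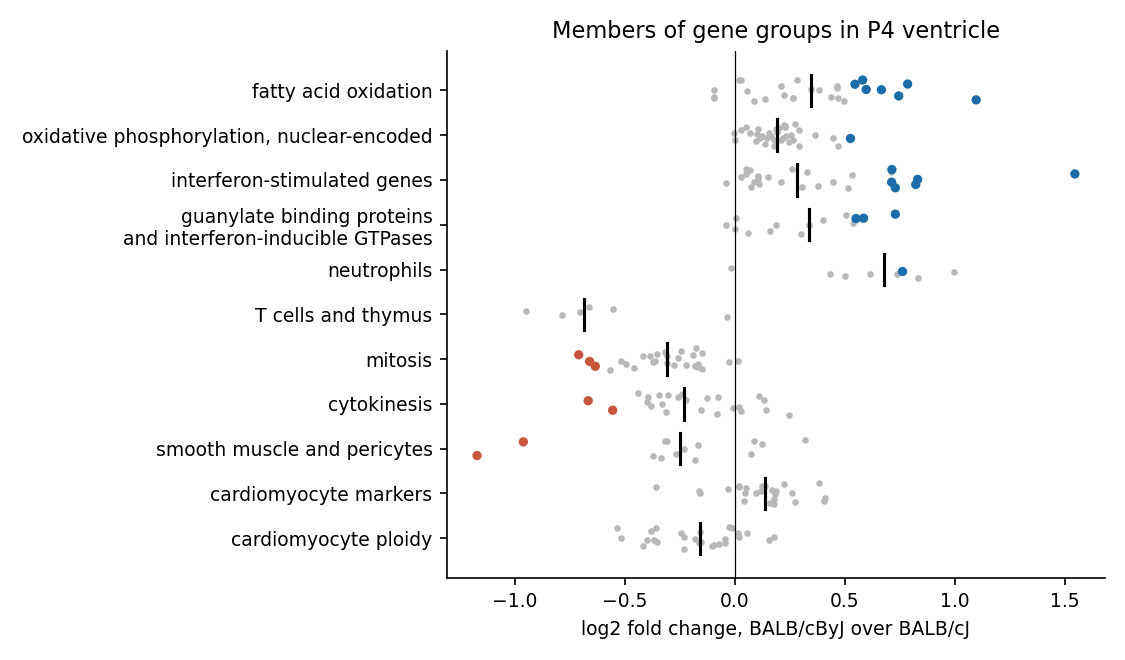
Log2 fold change of BALB/cByJ over BALB/cJ (x axis) of the tested members of 11 gene lists, 1 point per gene, with a black line at the median of each list. Members called as higher in BALB/cByJ are blue, members called as higher in BALB/cJ are red, and those not called are grey.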

From the RNA-Seq analysis (Suppl. Table S1), other than Cyth1 and Dnah17 only a modest number of genes are differentially expressed. If an expression difference underlies phenotype difference it is more likely that the relevant gene is more highly expressed in BALB/cJ in order to be dominant. Almost nothing is known of Zfp433, the gene after Cyth1 that is most differentially expressed in BALB/cJ vs. BALB/cByJ heart. 

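Zfp433 (gene ID 73610) encodes a zinc finger protein and lies on the plus strand of chromosome 10 of GRCm39, from 81540659 to 81562520. Its expression value was 0.143 ± 0.0513 (SD, n = 3) in BALB/cByJ and 2.47 ± 0.662 (SD, n = 4) in BALB/cJ, a ratio of the strain means of 17.2. The log2 fold change was -1.58 (standard error 0.15, adjusted p = 2.71e-05 from limma, 2.27e-06 to 3.24e-03 over the alternatives and left-out libraries). Zfp433 belongs to a large family of zinc finger genes with similar sequences, so that reads may be split between its members. Of 6 tested genes in a list of such relatives, Zfp433 and Zfp781 were higher in BALB/cJ and 0 were higher in BALB/cByJ, with the same 2 adjusted over the list alone (camera adjusted p = 0.142). Zfp781 was at 0.537 ± 0.142 (SD, n = 3) in BALB/cByJ and 2.49 ± 0.72 (SD, n = 4) in BALB/cJ, a log2 fold change of -1.16 (standard error 0.15, adjusted p = 1.21e-03 from limma). Both genes stood in Table S1 when the list was made, so the count is not independent evidence.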

One complication in considering Zfp433 or other genes on this list is the consequence of Zhx2 mutation in BALB/cJ mice. Zhx2 functions as a transcriptional repressor^17^, so some genes might be more highly expressed in BALB/cJ hearts because of absence of Zhx2 in trans, rather than a de novo mutation in BALB/cByJ mice that reduces expression in cis. It might be possible to narrow the list of differentially expressed genes by further evaluating their expression in F1 mice, where Zhx2-dependent and Zhx2-independent expression differences would become clear. 

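Of 12 genes described in liver as responding to loss of Zhx2, 6 were among the genes with deposited values and 3 had enough signal in P4 ventricle for a test. Of these 3, 0 were called by limma or had an unadjusted p under 0.05. Lpl, which encodes lipoprotein lipase, was at 277 ± 14.5 (SD, n = 3) in BALB/cByJ and 253 ± 9.51 (SD, n = 4) in BALB/cJ, a log2 fold change of 0.13 (adjusted p = 0.53 from limma). Gpc3, a glypican that restrains growth, had a log2 fold change of 0.17 (adjusted p = 0.644 from limma), and Cdkn1c, an inhibitor of cyclin-dependent kinases, of -0.04 (adjusted p = 0.853 from limma). Afp, which encodes alpha-fetoprotein, was at 0.0167 ± 0.0289 (SD, n = 3) in BALB/cByJ and 0.32 ± 0.241 (SD, n = 4) in BALB/cJ, below the level at which genes were tested. Adjusted over the list alone, 0 passed as well.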

Two other possible scenarios to explain CM ploidy differences between the two BALB substrains should be noted. 

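Among genes with smaller differences were several that act in cell division and were lower in BALB/cByJ. Of 28 tested genes of mitosis, 3 were lower and 0 were higher (10 lower adjusted over the list alone), and camera gave an adjusted p of 1.46e-06 (adjusted p = 0.473 with an estimated correlation). Aurka, which encodes the mitotic kinase Aurora A, was at 15.5 ± 2.38 (SD, n = 3) in BALB/cByJ and 25.9 ± 2.07 (SD, n = 4) in BALB/cJ, a log2 fold change of -0.71 (standard error 0.12, adjusted p = 7.15e-03 from limma, 4.93e-03 to 0.0967 over the alternatives). Cdc20, an activator of the anaphase-promoting complex, had a log2 fold change of -0.64 (adjusted p = 0.022 from limma, 0.118 without BALB/cByJ 1 and 0.0552 without BALB/cJ 4), and Cdca8, a subunit of the chromosomal passenger complex, of -0.66 (adjusted p = 0.0246 from limma). Cdca8 lost its call without BALB/cByJ 1 (0.111), BALB/cByJ 2 (0.0557), BALB/cJ 2 (0.0506) or BALB/cJ 4 (0.065). The median deviation of the mitosis genes from their mean over the libraries was -0.53, -0.181 and 0.154 on the log2(value + 1) scale in BALB/cByJ 1 to 3, and 0.031 to 0.246 in the BALB/cJ libraries. Of 24 tested genes of cytokinesis, 2 were lower and 0 were higher (4 lower adjusted over the list alone): Racgap1, a subunit of centralspindlin, fell by 0.56 on the log2 scale (adjusted p = 0.0196 from limma) and Iqgap3 fell by 0.67 (adjusted p = 0.0346 from limma). Neither was called without BALB/cByJ 1 (0.112 and 0.168), BALB/cByJ 3 (0.0713 and 0.0932) or BALB/cJ 4 (0.0596 and 0.0669), and Iqgap3 was not called without BALB/cJ 1 (0.0553). Camera gave the cytokinesis list an adjusted p of 0.0374 (adjusted p = 0.44 with an estimated correlation), and 0.166 without BALB/cByJ 1, 0.0861 without BALB/cByJ 2, 0.0871 without BALB/cJ 1 and 0.116 without BALB/cJ 4. Of 30 tested genes of DNA replication and S phase, 1 was lower, Rrm2, a subunit of ribonucleotide reductase (log2 fold change -0.66, adjusted p = 0.0208 from limma), also adjusted over the list alone (camera adjusted p = 0.132). Rrm2 lost its call without BALB/cByJ 1 (0.118), BALB/cByJ 3 (0.0741) or BALB/cJ 4 (0.0651).
Of 27 tested genes with published roles in cardiomyocyte ploidy, 0 were called by limma. An unadjusted p under 0.05 was found for 10, a larger share than the 2328 of all 12715 tested genes. Adjusted over the list alone, 3 were lower in BALB/cByJ: E2f8 (log2 fold change -0.52), Gas2l3 (-0.54) and Cdkn1a (-0.42). Nrg1, also a member, was below the level at which genes were tested. It was at 0.22 ± 0.01 (SD, n = 3) in BALB/cByJ and 0.665 ± 0.183 (SD, n = 4) in BALB/cJ. The paper lists Nrg1 in Table S1 as 2.2-fold higher in BALB/cJ. Camera gave this list an adjusted p of 0.0336 (adjusted p = 0.44 with an estimated correlation), and 0.0811 without BALB/cByJ 3 and 0.0512 without BALB/cJ 4. Of 14 tested genes of smooth muscle and pericytes, 2 were lower and 0 were higher (3 lower adjusted over the list alone). Acta2, smooth muscle actin, was at 326 ± 17.3 (SD, n = 3) in BALB/cByJ and 651 ± 167 (SD, n = 4) in BALB/cJ, a log2 fold change of -0.96 (standard error 0.16, adjusted p = 9.09e-03 from limma, 0.0711 without BALB/cByJ 3), and Cnn1, the smooth muscle calponin, fell by 1.17 (adjusted p = 2.26e-03 from limma). Camera gave the smooth muscle list an adjusted p of 0.0303 (adjusted p = 0.355 with an estimated correlation), and 0.0529 without BALB/cByJ 2, 0.0811 without BALB/cByJ 3 and 0.102 without BALB/cJ 1.
Of the 210 genes called at an adjusted p under 0.05, 180 differed by less than 2-fold on the log2(value + 1) scale, 78 higher in BALB/cByJ and 102 higher in BALB/cJ. The mitosis count was 1 without BALB/cByJ 1 or BALB/cJ 4 and 5 without BALB/cByJ 3, the cytokinesis count was 1 without BALB/cJ 1 and 0 without BALB/cByJ 1, BALB/cByJ 3 or BALB/cJ 4, and the smooth muscle count was 1 without BALB/cByJ 3. With the summed Y-linked level as a covariate, 0 genes of these lists were called by limma. That level did not overlap between the strains, so the covariate takes up strain as well. The lost calls therefore do not tell sex from strain.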

First, we limited the list of differentially expressed genes to greater than twofold, but a gene that has only a mild expression difference still could be phenotypically relevant. Alternatively, the important alleles that distinguish the two strains might be nonsynonymous coding variants that have functional differences without expression differences.

In Cyth1 engineered knockout mice, there is a modest deficiency in peripheral axon myelination, which is thought to relate to Cyth1 activation of Arf6 in Schwann cells^12^. We did not attempt to detect this phenotype in BALB/cByJ mice as it requires advanced techniques. For investigators interested in this feature or in other potential roles of cytohesins in vivo, if the engineered null allele is not accessible, the open availability of BALB/cByJ mice with a natural Cyth1 null allele means that such studies can be readily conducted.

## Methods

Review of experimental procedures. All studies were conducted under the oversight of the Medical University of South Carolina (MUSC) Office of Research Compliance, which reports to the MUSC Vice President for Research. Studies involving biosafety matters were reviewed and approved by the MUSC Institutional Biosafety Committee (protocol 2023-01604). Mouse studies were conducted under the oversight of the MUSC Institutional Animal Care and Use Committee (protocol 2018-00642), and all experiments were performed in accordance with relevant guidelines and regulations, including ARRIVE guidelines.

Mice. BALB/cJ, BALB/cByJ and C57BL/6J mice were obtained from the Jackson Laboratory or were bred in-house using mice originating from the Jackson Laboratory. Sperm from Cyth1 heterozygous mice was obtained from the JCRB Laboratory Animal Resource Bank, National Institutes of Biomedical Innovation, Health and Nutrition (NIBIOHN; strain nbio 247) and the knockout allele rederived by fertilization of wild-type C57BL/6J eggs by the MUSC Transgenic Core.

RNA-Seq. Litter sizes from matings of BALB/cJ or BALB/cByJ mice were controlled to 4–6 pups per female to reduce variation due to nursing conditions. Ventricular tissue from 3–4 P4 mice (P0 = day of observation of newborn pups) per sample was dissected and snap frozen in ethanol cooled with dry ice. RNA was extracted in Trizol (Invitrogen) with homogenization, purification was then performed using the RNeasy kit (Qiagen). 4 separate samples of RNA from BALB/cJ and 3 from BALB/cByJ passed RNA quality assessment using a BioAnalyzer, and these were sent to BGI Genomics for library preparation and sequencing and for evaluation of differentially expressed genes. Results were filtered for significance (q < 0.05).

RT-PCR. Tissue was washed in 1 × PBS then homogenized on ice in Trizol. Following chloroform extraction and isopropanol precipitation, RNA was dissolved in DEPC-treated water. cDNA was prepared using the SuperScript III First-Strand Synthesis System (Invitrogen 18080-051). PCR utilized the following gene specific primers:

Cyth1 Forward Primer: ACAAGCCTACGGTGGAGAGA (exon 8)

Cyth1 Reverse Primer: CGGATACTCAGGTTCTCCAGG (exon 11)

Dnah17 Forward Primer: TCCTACGTGTACGGGCTCTT (exon 80)

Dnah17 Reverse Primer: GCATCAGACGGGCACAATG (exon 81)

Gapdh Forward Primer: GGAAGGGCTCATGACCACA

Gapdh Reverse Primer: CCCTGTTGCTGTAGCCGTA

For amplification of the Cyth1-Dnah17 fusion transcript, PCR utilized the following primers:

Cyth1 Forward primer: TGTGGCGAGCTGGTGTCTGGCA (exon 1)

Dnah17 Reverse primer: ATGGTCTGCACGCGGTGAAAGAAG (exon 9)

Rbfox3 SNP for locus genotyping. The SNP rs261081071 in the Rbfox3 gene was initially identified in a search using the SNP database tool at phenome.jax.org/genotypes, and then confirmed to be polymorphic between BALB/cJ and BALB/cByJ by amplification of the flanking genomic DNA and direct sequencing. To use this SNP as a marker of the closely linked Cyth1-Dnah17 locus in backcrosses from BALB/cByJ into BALB/cJ, double mismatch allele-specific quantitative PCR^18^ was used for genotyping. For this, the common reverse primer TCGCAGCCTACCTTCAACC was paired with the allele-specific forward primers TCTTATGTGTATCCAGAGACCA (BALB/cJ) or TCTTATGTGTATCCAGAGACCG (BALB/cByJ), with amplification conducted on a BioRad CFX96 real-time thermocycler using SYBR Green Supermix (Bio-Rad, 1725271).

Ventricular single cell preparations. Hearts were removed from anesthetized (by isoflurane vapor inhalation) heparin-treated mice (Sigma-Aldrich H3393-100KU, 2 mg per mouse in 0.1 ml PBS) and quickly attached to a Langendorff perfusion rig with a pump rate of 3 ml/min. Hearts were perfused with 9 ml calcium-free Tyrode’s solution, then with 20 ml collagenase type II (1 mg/ml; Gibco 17101015) dissolved in calcium-free Tyrode’s solution. Subsequently, hearts were lightly fixed by perfusion of 5 ml 2% paraformaldehyde in PBS, then the lower 2/3 of ventricular tissue (from apex to near the base but with care to avoid valves) was separated with forceps into Kruftbrühe solution and gently triturated using a transfer pipet to prepare a single cell suspension. This was filtered by gravity through a 300μ nylon mesh, then fixed by adding an equal volume of 4% PFA in PBS at room temperature with rocking for 5 min, and fixation terminated by adding an equal volume of 5% BSA in PBS. After centrifugation (1000 rpm, 1 min) and removal of the supernatant, cells were suspended in PBS and stored at 4 °C.

Ploidy evaluation. Aliquots of heart cells were stained for 15 min with Hoechst 33342 (ThermoFisher Scientific, 1:4000) at room temperature, then washed 3 times with PBS. A small volume of the final cell suspension was combined with an equal volume of ProLong Gold Antifade mountant (Thermo Fisher Scientific, P36930) to prepare microscope slides. Mononuclear CM percentage was determined by counting a minimum of 600 cells per preparation using autofluorescence to visualize CMs. Nuclear ploidy of mononuclear CMs was measured by fluorescence signal intensity in digital photographs (quantified with ImageJ) normalized to the median fluorescence intensity of individual nuclei of binucleated CMs in the same images.

### Supplementary Information

Supplementary Information.

## Data Availability

All data generated or analysed during this study are included in this published article (and its Supplementary Information files). RNA-Seq data have been deposited in NCBI as GSE268101.

# Supplementary material for: A natural loss-of-function deletion of the cytohesin 1 (Cyth1) gene in BALB/cByJ mice does not impact cardiomyocyte polyploidy
**Source:** Sci Rep. 2024 Jun 10;14:13333. doi: 10.1038/s41598-024-63667-8
**Supplement:** Supplementary file 1 — Supplementary Information.

Supplementary Information

for Song et al.

A natural loss-of-function deletion of the cytohesin 1 (Cyth1)
gene in BALB/cByJ mice does not impact cardiomyocyte
polyploidy

2 Supplementary Tables
2 Supplementary Figures

Higher in BALB/cJ			Higher in BALB/cByJ		
gene_id	gene_symbol	FC	gene_id	gene_symbol	FC
19157	Cyth1	184.4	100041621	Gm3435	85.5
73610	Zfp433	17.9	69926	Dnah17	54.9
12504	Cd4	4.5	387609	Zhx2	18.0
331188	Zfp781	4.4	54612	Sfrp5	4.3
330096	Shisa3	4.0	21955	Tnnt1	3.4
227929	Cytip	3.7	213603	Slc44a3	3.4
107566	Arl2bp	3.4	17318	Mid1	3.3
66898	Baiap2l1	3.3	74558	Gvin1	3.3
71886	2310002L09Rik	3.0	19049	Ppp1r1b	3.2
20743	Sptbn2	2.9	76933	Ifi27l2a	3.1
13116	Cyp46a1	2.6	109801	Glo1	3.1
13489	Drd2	2.5	15957	Ifit1	3.0
21367	Cntn2	2.4	665155	Srp54b	3.0
244867	Arhgap20	2.3	333182	Cox6b2	3.0
66404	Rtf2	2.3	100041546	Ly6c2	2.9
108167806	Gm46221	2.3	15019	H2-Q8	2.8
12797	Cnn1	2.2	81904	Cacng7	2.8
211323	Nrg1	2.2	54378	Cacng6	2.5
268857	Nlrc3	2.2	24110	Usp18	2.5
244810	AW551984	2.1	105243	Slc9a3	2.5
108168067	Gm46403	2.0	320204	Etfbkmt	2.5
			11831	Aqp6	2.4
			626578	Gbp10	2.4
			108167855	Gm46255	2.4
			14695	Gnb3	2.3
			23962	Oasl2	2.3
			54123	Irf7	2.3
			77462	Tmem116	2.3
			100702	Gbp6	2.3
			59011	Myoz1	2.3
			18054	Ngp	2.2

Supplementary Table S1. Differentially expressed genes identified by RNA-Seq analysis between BALB/cJ and BALB/cByJ neonatal hearts; FC=fold change. Genes with differences in expression >2-fold and surpassing a $q < 0.05$ statistical value are shown.

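Table S1 of the paper holds 52 genes, each with a fold change of the strain with higher expression over the other. For all 52 the deposited values gave the same direction, and the ratio of the strain means lay within 1.5 times of the paper's. At a mean of at least 0.5 over the 7 libraries 46 of them were tested, and 40 of these had an adjusted p under 0.05 from limma. The 6 that did not pass were Gvin1 (0.121), Ifit1 (0.0994), Cntn2 (0.0817), Nlrc3 (0.0786), Gm46255 (0.101) and Ngp (0.0648). Cd4, Cytip, Arhgap20, Nrg1 and Slc9a3 were among the genes below the level at which genes were tested. Of the called genes, 37 higher in BALB/cByJ and 19 higher in BALB/cJ differed by more than 2-fold in the ratio of the strain means, a measure chosen after the values were seen, and 40 of these 56 are genes of Table S1. Called genes of Table S1 numbered 26 without BALB/cByJ 3 and 17 with the summed Y-linked level as a covariate, and 23 with no filter on low values.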

Annotated genes near Cyth1/Dnah17

gene_id	gene_symbol	chr:pos (GRCm39)	FC (c/cBy)
74136	Sec14l1	11:117005994	-1.0
53860	Sept9	11:117090487	-1.1
217351	Tnrc6c	11:117545115	1.1
217353	Tmc6	11:117656811	1.1
217356	Tmc8	11:117672902	1.1
77727	6030468B19Rik	11:117688486	-2.4
20973	Syngn2	11:117700494	1.1
21877	Tk1	11:117706352	1.1
71562	Afmid	11:117716750	1.0
11799	Birc5	11:117740077	1.2
546519	Tmem235	11:117751578	4.9
71776	Tha1	11:117758778	1.0
12702	Socs3	11:117856905	-1.1
74451	Pgs1	11:117877118	1.2
69926	Dnah17	11:117912549	-55.0
19157	Cyth1	11:118054996	184.4
72344	Usp36	11:118150477	1.5
21858	Timp2	11:118191887	1.2
58251	Cep295nl	11:118223186	1.5
19039	Lgals3bp	11:118283573	-1.6
76025	Cant1	11:118297115	1.2
56745	C1qtnf1	11:118319029	-1.1
217364	Engase	11:118367655	-1.2
52897	Rbfox3	11:118380588	1.1
12416	Cbx2	11:118913845	1.2
30951	Cbx8	11:118929262	1.3
12418	Cbx4	11:118968399	-1.1

Supplementary Table S2. Expression of annotated genes within 1Mb of Cyth1 and Dnah17, showing measured fold change (FC) by RNA-Seq analysis in BALB/cJ compared to BALB/cByJ. Other than Dnah17 and Cyth1 (boxed, in center), no other differences were statistically significant at a threshold of $q < 0.05$.

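Table S2 gives a signed fold change per gene, positive where the level is higher in BALB/cJ and negative where it is higher in BALB/cByJ, for 27 genes including Cyth1 and Dnah17. On this scale the ratios of the strain means for the tested neighbors lay between -1.557 for Lgals3bp and 1.552 for Usp36. The chromobox genes Cbx8 and Cbx2 were at 1.319 (adjusted p = 0.223 from limma) and 1.302 (adjusted p = 0.208 from limma). Timp2, a metalloproteinase inhibitor, was at 1.269 (adjusted p = 0.131 from limma), and Birc5, which encodes survivin of the chromosomal passenger complex, at 1.263 (adjusted p = 0.179 from limma). Rbfox3, Cep295nl, Tmem235 and 6030468B19Rik were not tested: Rbfox3 was at 0.0333 ± 0.0351 (SD, n = 3) in BALB/cByJ and 0.035 ± 0.0332 (SD, n = 4) in BALB/cJ, and Tmem235 is listed at 0 in every BALB/cByJ library. Counted with Cyth1 and Dnah17, 1 gene of the list was higher and 2 were lower in BALB/cByJ (2 and 4 adjusted over the list alone; camera adjusted p = 0.142). Since the table was made from these samples, these counts are not independent evidence.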

A

	H ₂ O	p4 heart	Heart	Liver	Kidney	p4 heart	Heart	Liver	Kidney
Cyth1		+	+	+	+				
Dnah17						+	+	+	+
Gapdh		+	+	+	+	+	+	+	+

BALB/c   BALB/cByJ

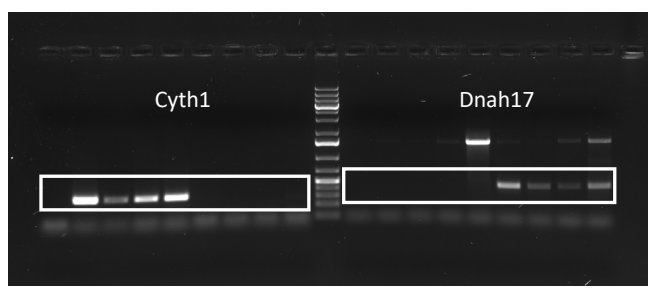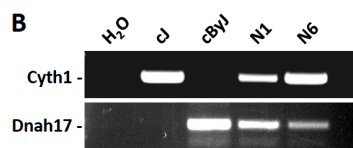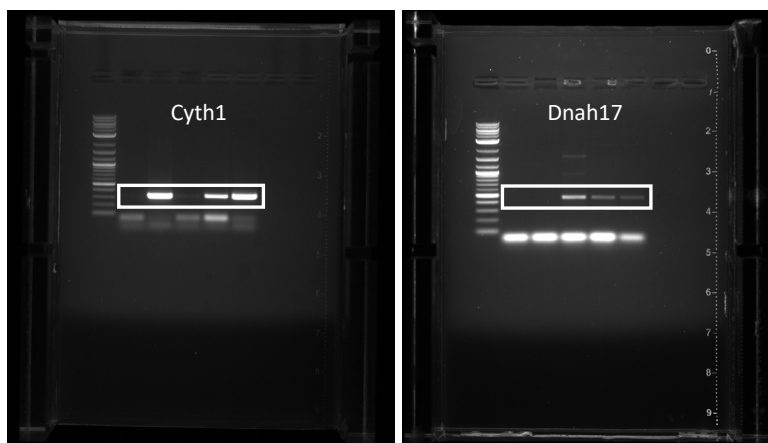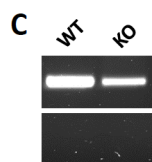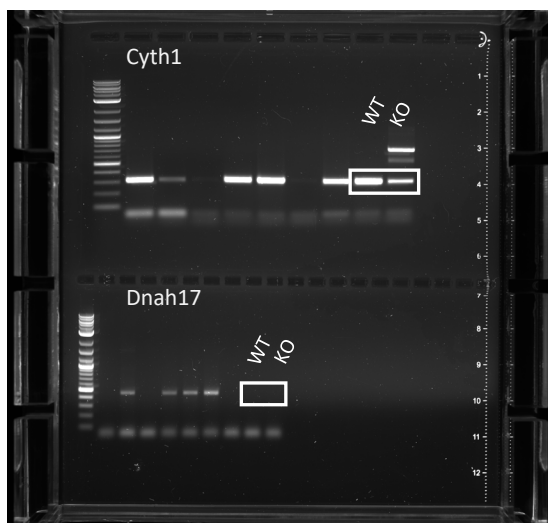

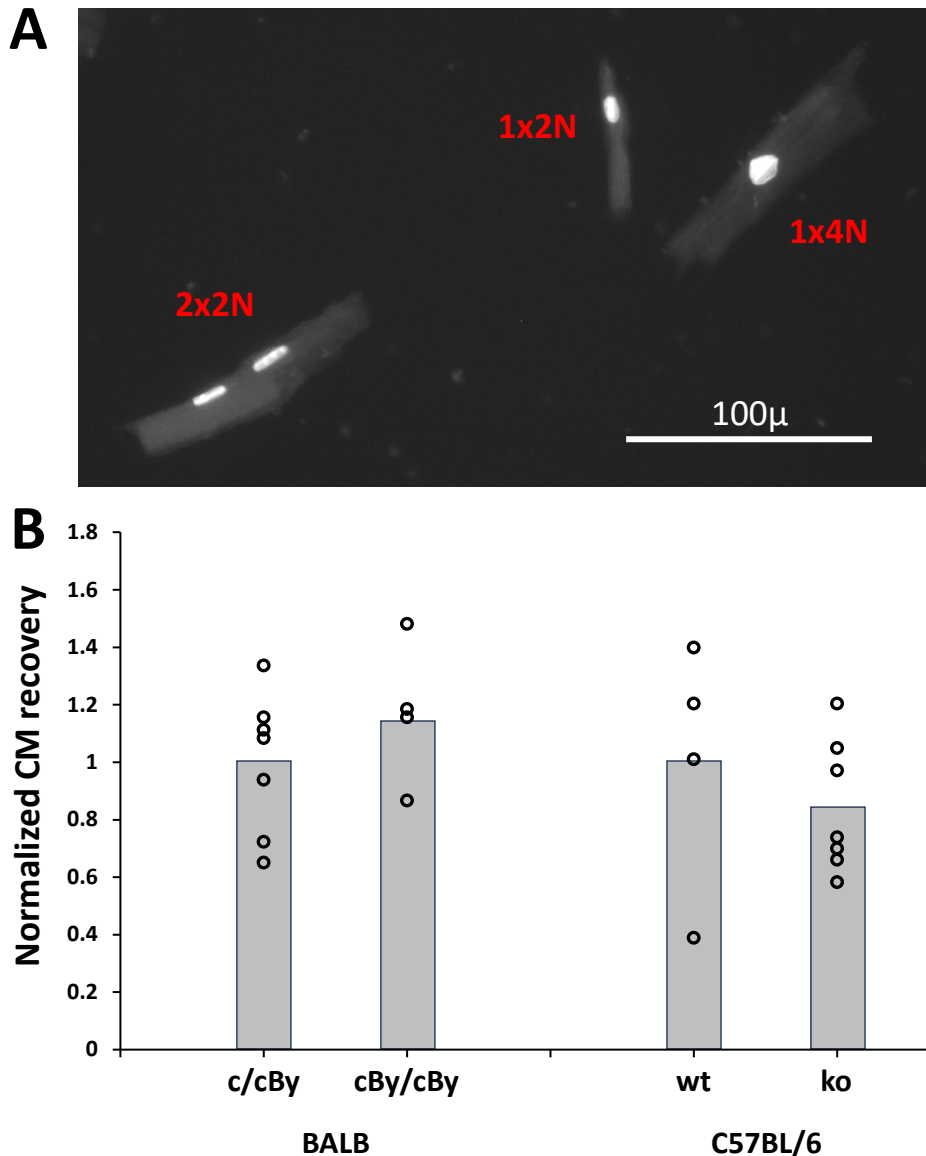

Supplementary Fig. S2. Ventricular single cell suspensions for ploidy analysis. **A.** One illustrative photograph of isolated adult ventricular CMs with the ploidy subtype of individual cells noted. **B.** Normalized total number of recovered CMs from the same cell preparations used for analysis in Fig. 3. Because only a portion of each ventricle was used to derive cell suspensions (see Methods), each data point is an estimate based on the assumption that a roughly similar amount of ventricle tissue was used in each. The data are normalized to the level for each strain that expresses a function *Cytl1* gene. From estimated yields, a normalized number of 1 corresponds to an absolute number of 1.2E6 CMs per ventricle for both BALB c/cBy and C57BL/6 wt mice. One sample of C57BL/6 wild-type cells that was included in Fig. 3 was no longer available when this analysis was performed.

How the deposited data were processed for this re-analysis (not part of the article)

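RNA-Seq of P4 ventricle pools was compared between 3 BALB/cByJ and 4 BALB/cJ libraries. Library preparation, sequencing and the paper's own differential expression were done by BGI Genomics. The authors deposited 1 table with a depth- and length-normalized signal (FPKM or TPM, not stated which) for 17404 genes in each library, rounded to 2 decimals and never negative. The submitters' processing notes name the genome build mm10, and the aligner, the quantification and the normalization are not given in the sources used here. The number of reads per library cannot be read from the values, since at most 75.2% of the low values of a library, and in another library 61.5%, came within 0.2 of a whole number of reads, so no interval from read counts is given. The spread between pools is the only measure of error.

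Values were taken as log2(value + 1), genes with a mean under 0.5 over the 7 libraries were left out, and the remaining 12715 genes were fitted with limma 3.58.1 in R 4.3.3, with strain as the only term and the variance allowed to follow the mean level. P-values come from limma's moderated test, were adjusted by the Benjamini-Hochberg method, and a gene was called at an adjusted p under 0.05. Since the table holds no counts, the count tests written into the design before the data were examined did not apply, and the limma test that the design names for normalized values was used. Summaries and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

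Gene symbols were matched by gene ID to RefSeq for 17289 genes, which also restored 33 symbols that a spreadsheet had turned into dates or numbers. Coordinates are those of GENCODE M39 on GRCm39, matched by symbol for 16586 genes (95.3%), and not those of the build the authors used. The sequence and exons around Cyth1 and Dnah17 were read from the GRCm39 reference, with the deletion at the coordinates the paper gives.

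Genes are named in the text by a rule set before the data were examined: the genes the paper's text names, the 12 genes with the largest fold change in each direction among called genes whose strains do not overlap, up to 4 members with the smallest p of each list described, and up to 5 genes each of Table S1 and Table S2 that were not called or differ most from the paper. The values in those tables had been seen in the paper. A few other genes were named after their values were seen: Mlana, the neighbors Timp2, Birc5, Cbx2 and Cbx8, the untested genes and those of Table S1 not called, the genes of the thymus and sex makeup tests and the members of runs of called genes. The 37 gene lists, for pathways and cell types that the dissection could hold, were also set then. For 31 lists with at least 5 tested genes, camera was run with a preset correlation of 0.01, with an estimated correlation, and beside fry.

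The main test was run on simulated data with 200 changed genes in 10 runs over the 12715 genes. There 45.2% of 1.5-fold, 85.6% of 2-fold, 99.2% of 3-fold and 99.6% of 10-fold changes were called, and 4.1% of calls were false. The simulated noise was independent between genes, with no differences of makeup between pools, so the share of false calls here may differ. In simulated data for the clustering of called genes along chromosomes, 7.5% of 40 runs with random calls passed a p of 0.05, as did 100% of 40 runs with planted blocks of called genes. Alternatives set before the data were examined were a pseudocount of 0.1, no filter and a mean of at least 2, quantile normalization, TMM scaling with 30% and 5% trimmed, the replicate number as a block, a test against a 1.2-fold difference, an adjusted p under 0.01, other distances along chromosomes (1 and 5 Mb in place of 2 Mb), and leaving out each library in turn. Added after the data were seen were the summed Y-linked level as a covariate, the 6 libraries with shared numbers without a block, and the smaller pseudocount with no filter. The ratio of the strain means as the measure of fold, for the counts and for the clustering, was added then too. As a covariate the summed Y-linked level was taken as log2(sum + 1), whereas the slopes within strains used the sum itself. Xist, named in a planned covariate, is not among the genes of the table. F1, backcrossed and knockout mice and the ploidy counts were not analysed here, and the values of a few genes are not reported here.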

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

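The tests of how many genes other splits of the libraries call, in all and over 2-fold, of scaling, and of a Cd4 difference in every pool were chosen after the result was seen, and the 2-fold counts by the ratio of the strain means and the summed Y-linked level as a covariate were added then too.

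Among the genes of the lists, 9 of 170 tested values of the BALB/cJ group had 1 library far from the other three, where chance gives 4.9% of such groups. They were Arl4d at 6.36 in BALB/cJ 2, against 4.44 to 4.76 in the others, and Ckm at 1618.35 in BALB/cJ 4, against 1852.02 to 1885.68. Plvap was at 10.03 in BALB/cJ 4 (11.32 to 11.57 in the others), and Acaa2 at 413.5 in the same library (501.57 to 517.75). E2f8 was at 7.13 in BALB/cJ 3 (5.72 to 5.92), Ltf at 1.96 (0.91 to 1.08) and Cd8b1 at 3.27 (0.12 to 0.58) in that library. In BALB/cJ 1, Iqgap3 was at 15.4 (10.63 to 11.23) and Slc38a4 at 38.26 (30.98 to 31.72).

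The paper does not report the Y-linked genes, whose summed level was 5.26 times as high in BALB/cByJ as in BALB/cJ by the strain means. Of the genes called and more than 2-fold different by the ratio of the strain means, 16 are not in Table S1, among them Otud3, Mlana, Ddx3y, Eif2s3y, Kdm5d, Uty, Fam72a, Gm10725, Gm41885, Gm6958, Hand1, Nr4a1, Patj, Retnlg and Zfp967. Otud3 was 24.11-fold higher in BALB/cJ. Mlana, a melanosome gene, was 5.887-fold higher in BALB/cByJ (3.22 ± 0.574, SD, n = 3, against 0.548 ± 0.322, SD, n = 4; adjusted p = 1.51e-04 from limma).

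The first pattern weighed is the number of genes called between the strains. For the 210 called genes, the highest of the other splits of the 7 libraries called 18. For the 30 genes over 2-fold, the highest other gave 5. In each case 1 of 35 splits, the real one, reached the real value, the smallest share this test can give. Splits that mix the strains hold the strain differences in their spread, which lowers their counts. The rank of the real split argues against chance as the source of every call. It does not tell how many single calls are false, and the lowered counts of the mixed splits do not measure that. Sex makeup of the pools may account for part of the calls: slopes on the summed Y-linked level within strains gave a median share of 0.162 of the strain difference over 206 called genes (standard error 0.17; -0.00671 to 0.219 over left-out libraries), which neither excludes it nor tells it apart from strain. A difference of strain, the condition of the design, stays open and was not tested apart from these.

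The second pattern is the higher fatty acid oxidation and lower mitosis genes of BALB/cByJ, with a difference of the list medians of 0.656 against 0.579 in the highest other split. Chance cannot be excluded for it, since this pair was picked from the lists because it moved and neither list passes camera with an estimated correlation (0.212 and 0.473), nor for the 14 lists past camera, since 4 of 35 splits gave as many, up to 17. Scaling as the whole cause is argued against by the share of 0.76 left under quantile normalization (0.499), whereas TMM scaling (0.66) moves all genes of a library alike and does not test it. BALB/cByJ pools further along in postnatal maturation cannot be told apart from no such difference, since the mean log2 ratio of Myh7 to Myh6 and Tnni1 to Tnni3 was lower in BALB/cByJ by an amount within its spread (-0.169, SD 0.269; -2.206 against -2.037). Sex makeup of the pools may contribute, with a share of 0.639 (standard error 1.66; -0.563 to 1.82 over left-out libraries), a value too imprecise to decide. 

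The third pattern is Cd4, a T cell gene of Table S1, at 0.18, 0.09 and 0.23 in BALB/cByJ and 0.41, 0.24, 1.66 and 0.53 in BALB/cJ. Thymus tissue in some BALB/cJ pools is a candidate explanation: of the other 14 T cell and thymus genes, 13 (92.9%) had their highest value in BALB/cJ 3, the pool with the highest Cd4, with Lck at 2.98, Cd8a at 2.83 and Tcf7 at 6.25, and Thy1, which the tissue expresses at 18.47 to 26.17 in every pool, did not. A Cd4 difference in every pool was not excluded, since without BALB/cJ 3 the BALB/cJ mean was still 2.36 times that of BALB/cByJ. That ratio does not decide it, as other pools in it also carry thymus genes. Lck was at 1.15 in BALB/cJ 4 and 0.46 in BALB/cJ 1, and Tcf7 at 2.4 in BALB/cJ 1. In BALB/cJ 2, with Lck at 0.13, Cd4 was at 0.24 against up to 0.23 in BALB/cByJ, near the floor. The T cell and thymus list had 0 of 6 tested genes called by limma and 4 at an unadjusted p under 0.05 (1 lower adjusted over the list alone; camera adjusted p = 0.0371, 0.12 without BALB/cByJ 2, 0.0811 without BALB/cByJ 3, and 0.44 with an estimated correlation).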

How the results depend on the processing

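The tests with the summed Y-linked level as a covariate, with 6 libraries and no block, with a pseudocount of 0.1 and no filter, and by the ratio of the strain means were chosen after the data were seen. The summed Y-linked level did not overlap between the strains, so calls lost with that covariate do not tell sex from strain. None of the 50 called genes named by the rule changed sign in a setting that tested it, while Sec14l1 and Septin9, not called, did with TMM scaling and quantile normalization. Cyth1 (-4.54 to -6.80), Dnah17 (2.43 to 4.83), Zhx2 (2.38 to 3.85) and Zfp433 (-1.50 to -3.38) kept their direction and call in every setting that gave them a value (the 1.2-fold test was used for counts only, and Zfp433 was not tested at a mean of at least 2), the larger values with a pseudocount of 0.1, where low levels weigh more. The count of called cytohesins other than Cyth1 was 0 in every setting.

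Genes higher in BALB/cByJ (98) numbered 23 with no filter, 15 against a 1.2-fold difference, 29 at an adjusted p under 0.01, 25 with the Y-linked covariate, 50 with 6 libraries, 30 with a pseudocount of 0.1 and no filter, and 36 to 85 without single libraries. Genes higher in BALB/cJ (112) numbered 16 with no filter, 49 with quantile normalization, 59 with TMM scaling (which turns the balance, with 108 and 136 higher in BALB/cByJ), 11 against a 1.2-fold difference, 20 at an adjusted p under 0.01, 21 with the covariate, 32 with 6 libraries, 29 with a pseudocount of 0.1 and no filter, and 28 to 105 without single libraries. Over 2-fold, the 20 higher in BALB/cByJ became 12 with no filter, 13 against a 1.2-fold difference, 12 with the covariate, 13 at an adjusted p under 0.01 and 37 by the ratio of the strain means, and the 10 higher in BALB/cJ became 18 with a pseudocount of 0.1, 17 with no filter as well, and 19 by the ratio. Stricter thresholds lower the counts by construction. The median log2 fold change of all tested genes was -0.073 on the values as deposited, -0.005 with TMM scaling and -0.013 with quantile normalization. Both scalings thus moved the median toward BALB/cByJ, the direction in which the balance of calls turned. For the other settings the cause was not tested. Of the 210 called genes, 187 were called in the same direction with a pseudocount of 0.1, 131 with quantile normalization, 155 with TMM scaling, 36 with no filter and 36 with the covariate.

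Neighbors of Cyth1 called (1) became 0 with no filter, quantile normalization, TMM scaling, the test against 1.2-fold, an adjusted p under 0.01, the covariate, 6 libraries, and a pseudocount of 0.1 with no filter, and 0 to 1 without single libraries. Adjusted over the list alone (2), they numbered 1 with no filter, 6 libraries, or a pseudocount of 0.1 with no filter, 0 against 1.2-fold or under 0.01, and 1 to 7 without single libraries. Cytohesins adjusted over the list alone (1) became 0 against 1.2-fold. Gene lists past camera (14) became 0 with an estimated correlation, and 10 to 17 in the other settings without a block. By fry, which asks another question, 1 list passed, the chromosome 11 neighbors counted with Cyth1 and Dnah17 (adjusted p = 8.05e-03 from fry). That list is not among the 14 (camera adjusted p = 0.142). The clustering p of 0.0724 became 0.0204 with no filter, 0.0073 against 1.2-fold, 0.002 with 6 libraries, 0.0015 with a pseudocount of 0.1 and no filter, 0.0351 at 1 Mb, 0.003 for genes over 2-fold by the ratio, and 0.002 to 0.2834 without single libraries; it was 0.2089 with a pseudocount of 0.1, 0.0504 at a mean of at least 2, 0.0745 with quantile normalization, 0.3334 with TMM scaling, 0.196 with the covariate, 0.2129 at 5 Mb and 0.2152 with 1 gene per family of neighbors. The cause was not tested.

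Replicate numbers 1 to 3 do not pair the libraries: deviations of same-numbered libraries correlated at -0.194, -0.26 and -0.05, the highest other value was 0.389 (BALB/cByJ 2 with BALB/cJ 1), and not every library correlates best with its own number. With the replicate block, over 6 libraries, 38 genes were higher in BALB/cByJ and 20 in BALB/cJ, 0 neighbors were called (0 adjusted over the list alone), 8 lists passed camera and the clustering p was 0.0003.

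The planned covariate with Xist could not be run, as Xist is not among the table's genes, and the alternatives for counts do not apply to these values.  Depth per library is unknown, so genes of low value, such as Zfp433 and Dnah17 in their lower strain, have no counting error here.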

Differences from the paper's values

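No test below was chosen after the result was seen except the ratio of the strain means, the pseudocount of 0.1 with no filter, and the order of genes outside Table S1.

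The paper's Table S1 lists 21 genes higher in BALB/cJ and 31 higher in BALB/cByJ at q < 0.05 and more than 2-fold, from a test its text does not name. At the same thresholds on the log2(value + 1) scale, 10 and 20 genes passed. Among the alternatives set before the data were examined, the count for BALB/cJ came within 1.5 times of the paper's with a pseudocount of 0.1 (18) and without BALB/cJ 2 (15), and stayed outside with no filter (7), a mean of at least 2 (8), quantile normalization (11), TMM scaling (10), the replicate block (10), a test against a 1.2-fold difference (8) and each other left-out library (9 to 13). The count for BALB/cByJ came within 1.5 times with a pseudocount of 0.1 (27), quantile normalization (22), TMM scaling (23) and without BALB/cJ 3 (26), and stayed outside with no filter (12), a mean of at least 2 (17), the block (20), the 1.2-fold test (13) and each other left-out library (14 to 20). By the ratio of the strain means, chosen after seeing the values, 19 and 37 genes passed, with 40 of the paper's 52 genes among them; the 12 dropped were not tested (6) or not called by limma (6), whichever measure of fold is used.

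Of genes in Table S1 not called here, Cytip passed with no filter (0.0181; also 0.0466 with a pseudocount of 0.1 and no filter, chosen after seeing the values), Nlrc3 without BALB/cJ 3 (0.0491), and Ngp at a mean of at least 2 (0.0463) and without BALB/cJ 3 (0.00437), by limma's adjusted p.

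For the signed fold changes of Table S2, which the paper gives to 1 decimal, a value is taken to differ where its sign is not the paper's, or where the ratio of BALB/cJ to BALB/cByJ lies further from the paper's than the SD of that ratio over the libraries under the same setting. The SD here was 0.147 for Sec14l1, 0.0554 for Septin9 and 0.0785 for Tnrc6c. For Sec14l1 the ratio here lies within this SD of the paper's, so only the sign differs, at a ratio near 1. The paper's value for Sec14l1 is -1.0 and the value here 1.014; with TMM scaling (-1.04), quantile normalization (-1.007) and without BALB/cJ 2 (-1.003) it does not differ, and it differs with the block (1.024) and each other left-out library. For Septin9, which the table lists under its older symbol, the paper gives -1.1 and the value here is 1.006; it does not differ with TMM scaling (-1.049), and it differs with quantile normalization (-1.012), the block (1.016) and each left-out library. For Tnrc6c the paper gives 1.1 and the value here is 1.214; it does not differ with TMM scaling (1.151) or quantile normalization (1.117), and it differs with the block (1.197) and each left-out library (1.197 to 1.244). The adjusted p from limma was 0.919 for Sec14l1, 0.965 for Septin9 and 0.23 for Tnrc6c, and in Tnrc6c every BALB/cJ library lay above every BALB/cByJ library. By the same measure Tha1 (1.0 in the paper and 1.128 here, SD 0.26) and Dnah17 (-55.0 in the paper and -62.25 here) do not differ.

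The paper states that no gene near Cyth1 and Dnah17 other than these differed. Here Usp36 passed (adjusted p = 0.0392 from limma) and 20 of the 21 tested neighbors did not. The call of Usp36 was lost with TMM scaling, quantile normalization, no filter or the replicate block. The paper names Zfp433 as the gene most different after Cyth1 among those higher in BALB/cJ. Here the ratio of the strain means was 17.2 for Zfp433 and 24.11 for Otud3, which is not in Table S1. The paper also states that no other cytohesin gene differed. Here 0 were called over all genes tested by limma. Cyth2 passed only when adjusted over the cytohesins alone (adjusted p = 0.00336 from limma, with Cyth1 in the list).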

Other observations

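The test of a fixed Y-linked difference was chosen after the result was seen, and that of the X-linked genes was not. The clustering test along chromosomes was set before the data were examined, but the bounds for reading it were written after the result was seen.

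Among cell types that the dissection could hold, neutrophil granule genes were the group with the largest median in BALB/cByJ: of 8 tested, 1 was higher, Retnlg (log2 fold change 0.76, adjusted p = 0.0212 from limma), and 0 were lower, 6 were higher adjusted over the list alone, and camera gave 4.32e-08 (adjusted p = 0.339 with an estimated correlation). Retnlg was not called without BALB/cByJ 1 (0.0843), BALB/cByJ 2 (0.0603), BALB/cByJ 3 (0.0924) or BALB/cJ 4 (0.0597), and without BALB/cJ 3 the count was 6. Of 11 tested skeletal muscle genes, Tnnt1 and Myoz1, a Z-disc protein (log2 fold change 0.90, adjusted p = 9.57e-03 from limma, 0.0614 without BALB/cByJ 1 and 0.0713 without BALB/cByJ 3), were higher, 3 were higher and 3 lower adjusted over the list alone, and the median (-0.18) and mean (0.07) differ in sign (camera adjusted p = 0.0778). Of 25 tested cardiomyocyte markers 0 were called by limma, 2 had an unadjusted p under 0.05 and 0 passed adjusted over the list alone (camera adjusted p = 8.21e-04, and 0.343 with an estimated correlation). Counts of 0 called by limma were also found among 11 atrial myocyte genes (4 at an unadjusted p under 0.05; 1 higher and 1 lower adjusted over the list alone; camera adjusted p = 0.422), 15 endothelial and endocardial genes (1 at an unadjusted p under 0.05; 0 over the list alone; 0.142), and 15 fibroblast genes (4; 1 higher and 2 lower; 0.845). The same holds for 11 epicardial genes (2 at an unadjusted p under 0.05; 0 over the list alone; 0.724), 14 macrophage genes (3; 2 lower, Csf1r and Cx3cr1; 0.866), and 8 erythroid genes (4; 1 higher, Tfrc, and 2 lower, Hba-a1 and Hba-a2, a near-identical pair; 0.264). It holds as well for 7 Schwann cell and neuron genes (1 at an unadjusted p under 0.05; 0 over the list alone; 0.866), 4 tested B cell genes (3; 3 lower), and 3 tested lung epithelium genes (0; 0).

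In metabolism and stress responses, 20 glycolysis genes (3 at an unadjusted p under 0.05; 1 higher adjusted over the list alone, Eno3; camera adjusted p = 9.07e-03, 0.083 without BALB/cByJ 2, 0.138 without BALB/cJ 4, and 0.518 with an estimated correlation) and 7 brown adipose genes (4; 1 higher, Cidea; 9.52e-03, and 0.283 with an estimated correlation) had 0 called by limma. Of 25 tested immediate early and stress genes, Junb (log2 fold change 0.72) and Nr4a1 (1.16) were higher in BALB/cByJ and 0 were lower (3 higher adjusted over the list alone; camera adjusted p = 0.0107, 0.138 without BALB/cJ 4, and 0.44 with an estimated correlation), and both lost their call without BALB/cByJ 1 (0.152 and 0.204), BALB/cByJ 3 (0.176 and 0.187), BALB/cJ 1 (0.0583 and 0.054), BALB/cJ 2 (0.0647 and 0.097) or BALB/cJ 4 (0.0945 and 0.13) by limma. Nr4a1 is the called gene whose strains overlap. Of 14 tested glucocorticoid response genes, Angptl4 and Pdk4 were higher (2 higher and 2 lower adjusted over the list alone; camera adjusted p = 0.176); both also belong to the fatty acid oxidation list, and Pdk4 lost its call without BALB/cByJ 1 (0.168), BALB/cByJ 2 (0.0843), BALB/cJ 2 (0.0506), BALB/cJ 3 (0.0621) or BALB/cJ 4 (0.0945). Among 12 imprinted fetal growth genes (2 at an unadjusted p under 0.05; 1 higher over the list alone; camera adjusted p = 0.0562) and 17 circadian genes (4; 1 lower, Arntl; 0.989), 0 were called by limma.

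A hypothesis is that the BALB/cByJ pools held more male pups. It predicts lower X-linked genes that escape inactivation. The mean log2 difference of Kdm6a, Eif2s3x, Kdm5c and Ddx3x less the median of all genes was -0.247 (standard error 0.121), with Ddx3x at 0.04 and Kdm5c at -0.56. Of 35 splits, 3 were as low, which leaves the hypothesis open. The others as low join BALB/cByJ 1, another BALB/cByJ pool and BALB/cJ 2, so the share cannot decide. BALB/cJ 1, with the Y-linked genes at 0 to 0.04, had the highest value of each X-linked gene (Kdm5c at 19.32, Eif2s3x at 90.46). Ddx3x was lowest in BALB/cJ 2 (74.51). A fixed strain difference of Y-linked transcription at an equal sex makeup is argued against by the spread within BALB/cJ, where the highest summed level was 940 times the lowest, and 2.55 times without the lowest pool. Xist is not among the genes of the table, so the number of males per pool was not estimated.

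A further hypothesis is that called genes lie in blocks along chromosomes, as residual or introgressed segments could leave. With 53 pairs of consecutive called genes within 2 Mb against 44.4 by chance, the one-sided permutation p was 0.0724 in 10000 permutations, and it ranged from 0.0003 to 0.3334 over the alternatives, so the test does not decide. Without single libraries it was 0.0034 (BALB/cByJ 1), 0.1543 (BALB/cByJ 2), 0.0188 (BALB/cByJ 3), 0.2834 (BALB/cJ 1), 0.0151 (BALB/cJ 2), 0.009 (BALB/cJ 3) and 0.002 (BALB/cJ 4). Runs in which every called gene was higher in BALB/cByJ were Cacng7, Cacng6, Tnnt1 and Cox6b2 on chromosome 7 (starts from 3380237 to 4754789 of GRCm39) and Srp54a, Fam177a, Srp54b and 1700047I17Rik2 on chromosome 12 (55126991 to 55246302), the latter with near-identical copies that may share reads, and Kdm5d, Eif2s3y, Uty and Ddx3y on chromosome Y, whose levels could follow the sex makeup of the pools and which count among the pairs. Other runs held genes of both directions, such as one on chromosome 17 with 4 genes higher in BALB/cByJ and 5 higher in BALB/cJ.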
